# Nanoligomers targeting NF-κB and NLRP3 reduce neuroinflammation and improve cognitive function with aging and tauopathy

**DOI:** 10.1186/s12974-024-03182-9

**Published:** 2024-07-27

**Authors:** Devin Wahl, Sydney J. Risen, Shelby C. Osburn, Tobias Emge, Sadhana Sharma, Vincenzo S. Gilberto, Anushree Chatterjee, Prashant Nagpal, Julie A. Moreno, Thomas J. LaRocca

**Keywords:** NF-κB, NLRP3, Neuroinflammation, Aging, Tauopathy, Cognitive function

## Abstract

Neuroinflammation contributes to impaired cognitive function in brain aging and neurodegenerative disorders like Alzheimer’s disease, which is characterized by the aggregation of pathological tau. One major driver of both age- and tau-associated neuroinflammation is the NF-κB and NLRP3 signaling axis. However, current treatments targeting NF-κB or NLRP3 may have adverse/systemic effects, and most have not been clinically translatable. In this study, we tested the efficacy of a novel, nucleic acid therapeutic (Nanoligomer) cocktail specifically targeting both NF-κB and NLRP3 in the brain for reducing neuroinflammation and improving cognitive function in old (aged 19 months) wildtype mice, and in rTg4510 tau pathology mice (aged 2 months). We found that 4 weeks of NF-κB/NLRP3-targeting Nanoligomer treatment strongly reduced neuro-inflammatory cytokine profiles in the brain and improved cognitive-behavioral function in both old and rTg4510 mice. These effects of NF-κB/NLRP3-targeting Nanoligomers were also associated with reduced glial cell activation and pathology, favorable changes in transcriptome signatures of glia-associated inflammation (reduced) and neuronal health (increased), and positive systemic effects. Collectively, our results provide a basis for future translational studies targeting both NF-κB and NLRP3 in the brain, perhaps using Nanoligomers, to inhibit neuroinflammation and improve cognitive function with aging and neurodegeneration.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-024-03182-9.

## Introduction

Aging is associated with declines in cognitive function, and it is the primary risk factor for most neurodegenerative diseases, including Alzheimer’s disease (AD). These declines in cognitive function are closely linked with the accumulation of pathological tau, a hallmark of AD that also increases with aging [1, 2]. One key “macro-mechanism” that contributes to both brain aging and tau pathology is neuroinflammation, which is characterized by innate immune signaling, glial cell activation, reduced neuronal health and the release of neurotoxic, pro-inflammatory cytokines [3]. In fact, evidence suggests that neuroinflammation may occur early in brain aging and both precede and be exacerbated by tauopathy [4]. As such, identifying strategies to reduce neuroinflammation in the context of aging and tauopathy is an important goal [5].

The transcription factor Nuclear Factor Kappa B (NF-κB) and inflammasome member NLR Family Pyrin Domain Containing 3 (NLRP3) are key drivers of age- and tau-associated neuroinflammation, and both play central roles in adverse processes that drive brain aging and AD (e.g., immune activation and pro-inflammatory signaling) [6, 7]. The roles of these proteins in brain aging and neurodegenerative disease are multifaceted, and NF-κB in particular may also be neuroprotective (e.g., by regulating synaptic plasticity and neurotrophic factors) [8]. However, a preponderance of recent studies have demonstrated that the inhibition of either NF-κB or NLRP3 alone reduces immune activation/pro-inflammatory cytokine release in the brain and improves cognitive function [9–11], suggesting that the NF-κB/NLRP3 signaling axis may be a promising therapeutic target. Despite these findings, current treatments that target NF-κB and NLRP3 may have off-target effects (e.g., by inhibiting activity of other enzymes) [12] and/or poor biodistribution, and many systemic anti-inflammatory treatments (e.g., immunosuppressive steroids) do not cross the blood–brain barrier. To address these concerns, our team recently developed a novel Nanoligomer (nucleic acid therapeutic) cocktail that targets both NF-κB and NLRP3 DNA, to inhibit transcription, and mRNA, to inhibit translation (Fig. 1A). Nanoligomers comprise an antisense peptide nucleic acid (PNA) conjugated to a gold nanoparticle for improved delivery [13–18], and this particular Nanoligomer cocktail was developed via in-depth screening studies for different targets to reduce neuroinflammation, in which NF-κB emerged as the top single target and NLRP3 showed a synergistic interaction [16, 19]. Our recent reports demonstrate that this NF-κB/NLRP3 Nanoligomer cocktail is highly specific, crosses the blood–brain barrier, is bioavailable across various brain regions [18, 20], downregulates its targets both at the RNA and protein level, and inhibits neuroinflammation in vitro and in vivo [15, 16, 18–20], yet its influence on cognitive function in the context of brain aging and tauopathy has not been thoroughly explored.

**Fig. 1:**
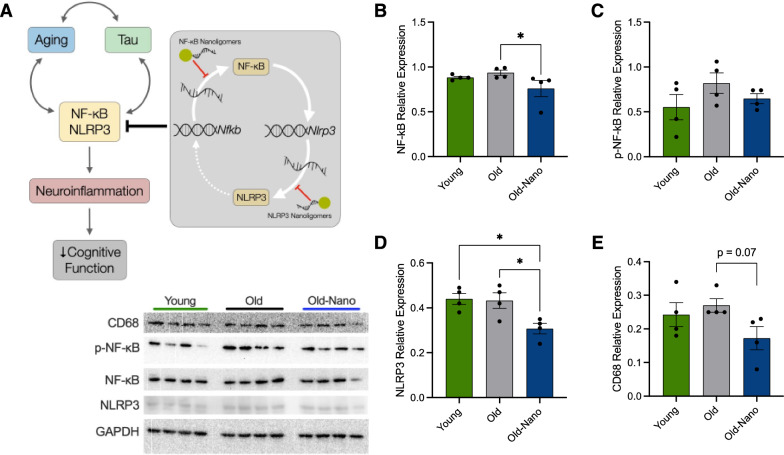
Short-term Nanoligomer treatment downregulates NF-κB and NLRP3 in the brain. **A** NF-κB and NLRP3 interact to drive inflammation, but Nanoligomers that block their translation may reduce age- and tau-associated neuroinflammation. **B**–**E** Western blot data showing protein levels of NF-κB, phosphorylated (p)-NF-κB, NLRP3 and Cluster of Differentiation 68 (CD68) in the hippocampus of young (8 months) and older (19 months) wildtype mice, and older mice 16 h after treatment with a NF-κB/NLRP3-targeting Nanoligomer cocktail. Raw immunoblots shown at bottom left and full blots shown in supplementary data file. Data analyzed via ordinary one-way ANOVA and Tukey’s post-hoc testing (p-NF-κB, F (2, 9) = 1.53; NLRP3, F (2, 9) = 6.89) or non-parametric one-way ANOVA for with Dunn’s post-hoc testing for non-normally distributed data (NF-κB, Kruskal–Wallis statistic = 7.47; CD68, Kruskal–Wallis statistic = 5.11). N = 4/group for all analyses; *p < 0.05

In the present study, we evaluated the efficacy of targeting both NF-κB and NLRP3 in brain aging and tauopathy by treating both old wildtype mice and transgenic rTg4510 mice (a model of tauopathy commonly used in neurodegeneration research) with our Nanoligomer cocktail. We found that this treatment: (1) improved cognitive function and broadly reduced neuroinflammation in both models; (2) reduced tau pathology and glial cell activation while conferring neuroprotection; (3) reversed transcriptome changes common to brain aging and tauopathy; and (4) exerted favorable systemic effects. Our results show that selective targeting of both NF-κB and NLRP3 is a potent strategy for reducing neuroinflammation, and they provide a basis for similar studies in larger animal models and/or pilot clinical trials.

## Results

### Short-term Nanoligomer treatment downregulates NF-κB and NLRP3 in the hippocampus

NF-κB and NLRP3 are central mediators of age-related inflammation (i.e., “inflammaging”), neuroinflammation, innate immune responses and cytokine release, including in the brain [6, 7, 21, 22]. Our published data show that NF-κB/NLRP3-targeting Nanoligomers downregulate these targets in multiple brain regions [18, 20]. However, to confirm this in the present study, we first treated older (aged 19 months) male and female C57Bl/6J mice with the same Nanoligomer cocktail or saline control (1 × intraperitoneal injection; 150 mg/kg body weight). Younger (aged 8 months) male and female mice, as a reference group, also received a saline injection. After 16 h, mice were euthanized and immunoblots were performed on isolated whole hippocampus. We observed significant reductions in both NF-κB and NLRP3 in old treated vs. untreated mice (Fig. 1B, D), and a modest but non-significant increase in phosphorylated (activated) NF-κB in older vs. young control animals that was absent in older treated animals (Fig. 1C). These effects of acute Nanoligomer administration on central mediators of neuroinflammation and innate immune responses are consistent with our reports showing that the drug crosses the blood–brain barrier and engages its targets [13, 14, 16, 18, 20], suggesting the potential for protective effects on mediators of neuroinflammation downstream of NF-κB/NLRP3 (e.g., reactive glia, pro-inflammatory gene induction and cytokine release) [23, 24]. Consistent with this idea, even with the short duration of this treatment, we also found a nearly significant trend for reduced expression of Cluster of Differentiation 68 (CD68), a marker of pro-inflammatory microglia in Nanoligomer-treated old mice (Fig. 1E).

### Long-term Nanoligomer treatment improves cognitive function in old wildtype and tauopathy mice

Although NF-κB and NLRP3 play complex roles in brain health [8], most data suggest that inhibiting these proteins individually improves cognitive function [25, 26]. Therefore, given our finding that acute Nanoligomer treatment reduced NF-κB and NLRP3 in the hippocampus (a key area of the brain involved in memory and cognitive function) and the central role of neuroinflammation in cognitive dysfunction with brain aging and AD [27], we next tested the hypothesis that long-term Nanoligomer treatment (150 mg/kg body weight; 3 × week for one month) would improve cognitive function in old C57Bl/6J male and female mice. In addition, because tauopathy (a key hallmark of AD) is associated with NF-κB/NLRP3 activation [28] and cognitive dysfunction [29], we also treated 2 month-old male and female rTg4510 mice, a common model of tauopathy based on expression of human P301L tau in the forebrain, using the same approach. Importantly, we did not note any adverse effects with this treatment, and all body weights remained stable. After the treatment, we measured short-term recognition memory via Novel Object Recognition testing and anxiety-like behavior via Elevated Plus Maze testing. In Novel Object Recognition testing, we found that treated older and tauopathy mice performed significantly better (as measured by recognition indices) than untreated controls, and similarly to younger mice and littermate controls, respectively (Fig. 2A). In the Elevated Plus Maze test, we observed a non-significant trend for treated older and tauopathy mice to spend more time in open maze arms than untreated mice, reflecting reduced anxiety (Fig. 2B). Finally, in tests of grip strength, which we measured because of its relationship to cognitive function and overall health [30], we found a slight but non-significant trend for improvements in old treated mice, although these effects were not noted in treated tauopathy mice, and among all animals we observed no differences in frailty, which is closely associated with cognitive decline [31] (Supplementary Figure S1). Future, more comprehensive studies are needed to assess how NF-κB/NLRP3-targeting Nanoligomer treatment affects other cognitive and peripheral functional outcomes (e.g., spatial memory, treadmill endurance, wire hang, rotarod performance). However, these results show that long-term Nanoligomer treatment improves several domains of cognitive-behavioral function in old, non-transgenic mice, and in tauopathy model mice, without overt adverse effects on neuromuscular function/health.

**Fig. 2:**
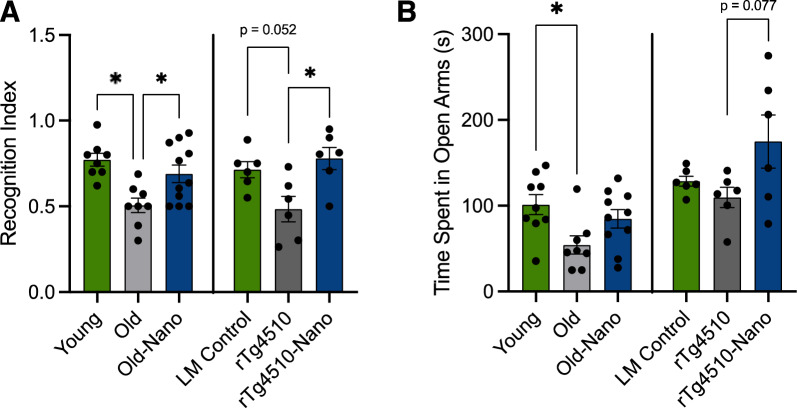
Long-term treatment with Nanoligomers targeting NF-κB and NLRP3 improves cognitive-behavioral function in old wildtype and tauopathy mice. **A** Novel Object Recognition index (short-term recognition memory) quantified as time exploring the novel object versus total object exploration time in young, old and old Nanoligomer-treated wildtype mice, as well as littermate (LM) controls, rTg4510 tauopathy and rTg4510 Nanoligomer-treated mice. **B** Time spent in open arms during Elevated Plus Maze testing, a reflection of anxiety-like behavior, in the same mice. Data analyzed via one-way ANOVA and group differences determined via Tukey’s post-hoc multiple comparison test. Novel Object Recognition: young and old mice, F (2, 24) = 7.61; rTg4510 mice, F (2, 15) = 6.03. Elevated plus maze: young and old mice, F (2, 24) = 4.31; rTg4510 mice, F (2, 15) = 2.97. N = 6–11/group, all data points shown; *p < 0.05

### Broad Nanoligomer-induced reductions in neuroinflammation correlate with cognitive function

The activation of NF-κB and NLRP3 via aging or tauopathy induces the production of many pro-inflammatory cytokines [32]. Therefore, we performed multiplex ELISAs on brains from the same mice (long-term Nanoligomer-treated) described above, to assess levels of key cytokines involved in neuroinflammation and innate immune responses. Principal component analyses (PCA) revealed that aging and tauopathy were associated with robust and broad increases in many cytokines, whereas cytokine levels in treated old and tauopathy animals were similar to those in young mice and littermate controls, respectively (Fig. 3A, B, left panels). At the individual cytokine level, several important pro-inflammatory and immune-activating cytokines that increased with aging and tauopathy included Interleukin 5 (IL-5) and Macrophage-Inflammatory Protein 2 (MIP-2α), but these effects were reduced with Nanoligomer treatment. Similar trends were noted for most Interleukins (ILs), Monocyte Chemoattractant Proteins (MCPs), and Interferons (IFNs) (Supplementary Figure S2). Additionally, we found that cytokine levels (global/PC-based and individual) were significantly inversely correlated with short-term recognition memory (Fig. 3A, B center and right panels), which is consistent with existing evidence that increased cytokine levels in the brain are associated with cognitive decline [33]. Together, these data show that long-term NF-κB/NLRP3-targeting Nanoligomer treatment broadly reduces neuroinflammation, including many cytokines that are directly modulated by NF-κB and NLRP3 [22], and that these changes may contribute to improvements in cognitive function in old wildtype and tauopathy model mice.

**Fig. 3:**
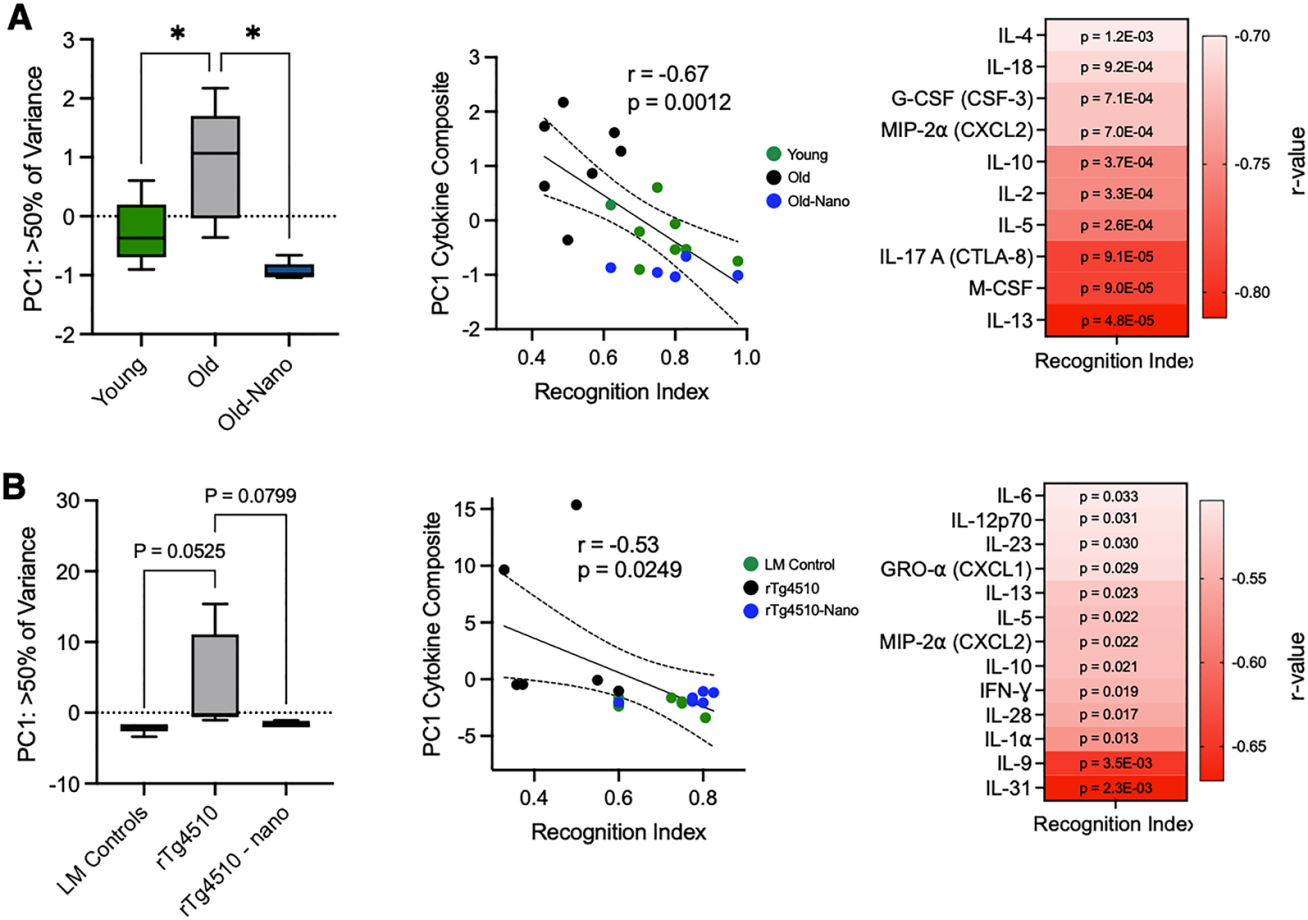
Broad reductions in neuroinflammation with Nanoligomer treatment are related to greater cognitive-behavioral function in old wildtype and tauopathy mice. **A** Principal Component 1 (PC1) from PC analysis of 36 cytokines in hippocampus of young, old and old Nanoligomer-treated wildtype mice (left panel). Correlation of PC1 values with Novel Object Recognition Index scores in the same mice (middle panel) and heatmap showing magnitude of individual cytokine correlations with Recognition Index (right panel). **B** The same PC and cytokine analyses in littermate (LM) controls, rTg4510 tauopathy and rTg4510 Nanoligomer-treated mice. PC group comparisons analyzed via one-way ANOVA and Tukey’s post-hoc multiple comparison test (young and old mice, F (2, 19) = 15.64; rTg4510 mice, F (2, 15) = 4.05). Correlations determined as simple Pearson correlation coefficients (r), and all analyses N = 6–11/group; *p < 0.05

### Reductions in pathological tau with Nanoligomer treatment

Importantly, tau pathology can both activate and be exacerbated by NF-κB and NLRP3 [34–36], driving cycles of inflammation-mediated tau propagation and toxicity [37], and phosphorylated (activated) tau is closely associated with cognitive dysfunction [38]. To characterize the effects of Nanoligomer treatment on tau, we performed immunohistochemistry for two tau residues (phosphorylated at threonine-181 and threonine-231) that have been associated with AD pathology and progression [39, 40]. We found that these tau species increased in hippocampus and cortex of rTg4510 mice, similar to what others have reported in tauopathy models [41, 42], and that this effect was attenuated with Nanoligomer treatment (Fig. 4A). We also performed immunoblots for tau, including for phosphorylated species more typical of later pathology, and we found that long-term Nanoligomer treatment was associated with modest reductions (p = 0.05) in both total and phosphorylated (at serine 396) tau using this approach (Fig. 4B).

**Fig. 4:**
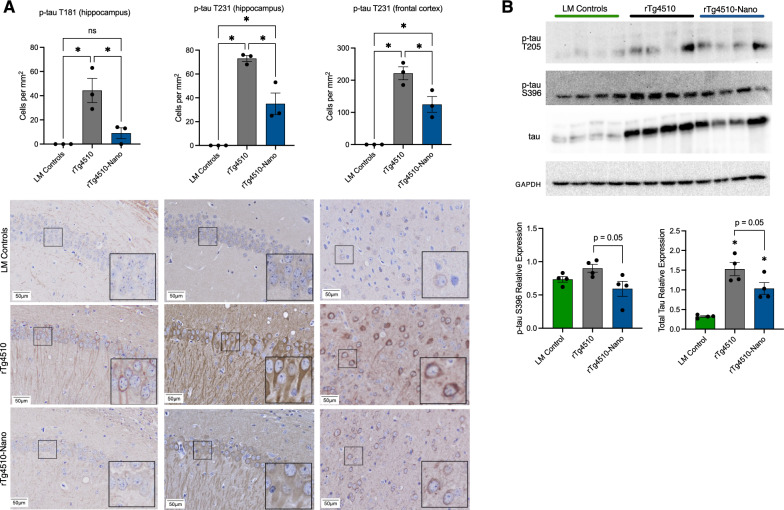
Reductions in pathological tau in the hippocampus with Nanoligomer treatment. **A** Quantification and representative immunohistochemistry images of phosphorylated tau (p-tau T181 and p-tau T231) in hippocampal and frontal cortex sections from littermate (LM) controls, rTg4510 tauopathy and rTg4510 Nanoligomer-treated mice. Insets in lower right corner of images are 2 × magnification of representative cell bodies indicated in smaller boxes. Note reduction in p-tau staining density with Nanoligomer treatment. **B** Raw immunoblots and quantification of total and phosphorylated tau species (p-tau T205 and p-tau S396) in the same mice (full blots shown in supplementary data file). Data analyzed via one-way ANOVA and group differences determined via Tukey’s post-hoc multiple comparison test (p-tau T181, F (2, 6) = 13.79; p-tau T231 hippocampus, F (2, 6) = 45.62; p-tau T231 cortex, F (2, 6) = 37.18; p-tau S396, F (2, 9) = 3.89; total tau, (F (2, 9) = 21.83). Immunohistochemistry, N = 3/group; immunoblots, N = 4/group; *p < 0.05

Finally, in these same mice, additional immunohistochemistry analyses showed that Nanoligomer treatment and the reduced tau burden we observed were associated with: (1) neuroprotection, as reflected by greater numbers of Fox-3 (NeuN)-positive cells in the CA1 and CA2 regions of the hippocampus (Fig. 5A); and (2) fewer potentially reactive glia, as reflected by reductions in Glial Fibrillary Acidic Protein (GFAP)-positive astrocytes and a non-significant trend for reductions in Ionized Calcium-Binding Adapter molecule 1 (IBA1)-positive microglia (Fig. 5B). Although GFAP and IBA1 counts do not reflect neuroinflammation per se, these results suggest that NF-κB/NLRP3-targeting Nanoligomer treatment may suppress tau pathology and confer neuroprotection, and that this effect may involve changes in glial cell-associated processes.

**Fig. 5:**
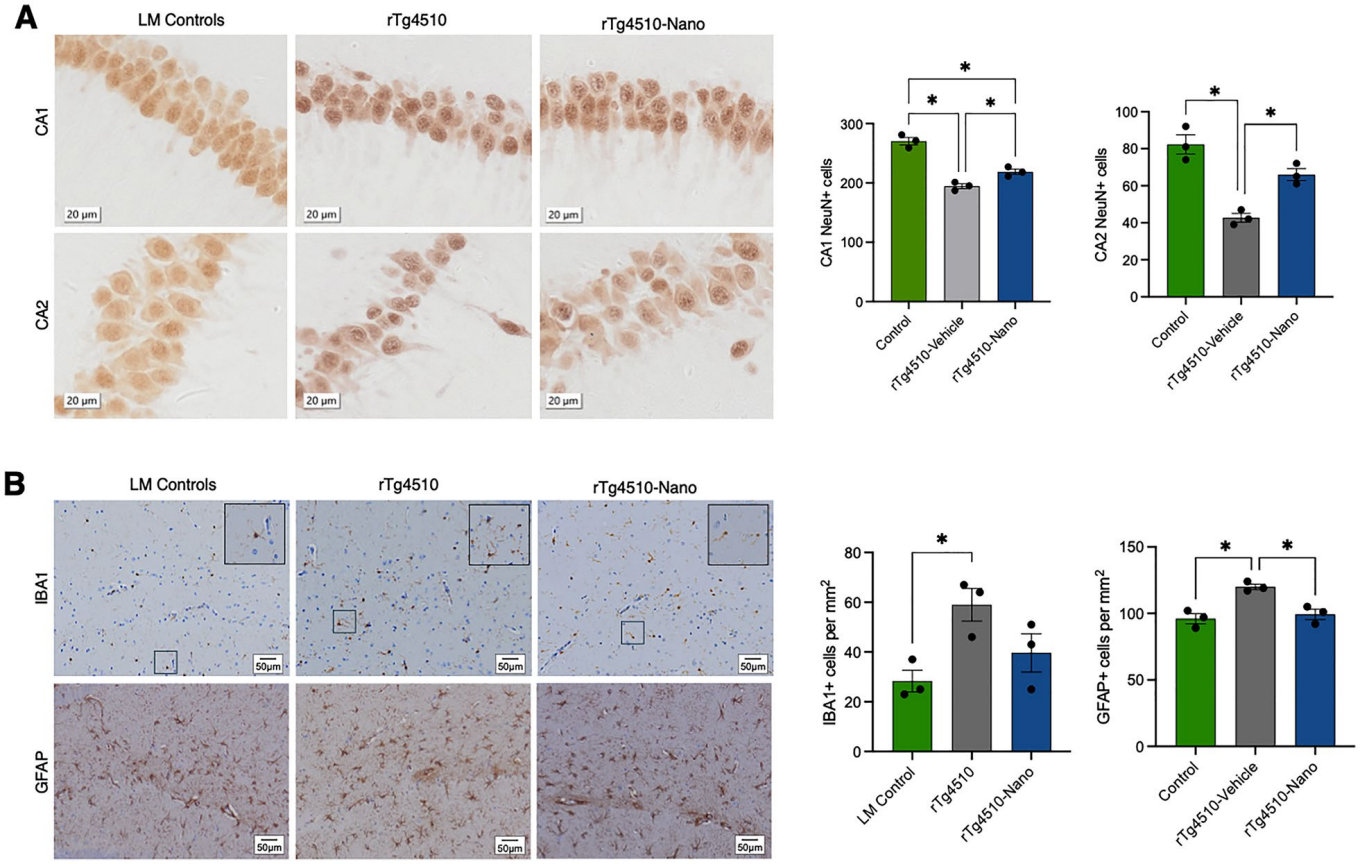
Changes in glial cell and neuronal numbers with Nanoligomer treatment in tauopathy mice. **A** Representative immunohistochemistry images (left) and counts (right) for cells positive for Fox-3 (NeuN) neuronal marker in CA1 and CA2 regions of the hippocampus in littermate (LM) controls, rTg4510 tauopathy and rTg4510 Nanoligomer-treated mice. **B** Immunohistochemistry images (left) and counts (right) for cells positive for Ionized Calcium-Binding Adapter molecule 1 (IBA1) and Glial Fibrillary Acidic Protein (GFAP) in the same mice. Data analyzed via one-way ANOVA and group differences determined via Tukey’s post-hoc multiple comparison test (CA1 NeuN, F (2, 6) = 57.69; CA2 NeuN, F (2, 6) = 27.59; IBA1, F (2, 6) = 5.95; GFAP, F (2, 6) = 15.16). N = 3/group; *p < 0.05

### Reversal of age-related glial cell activation with Nanoligomer treatment

Although aged wildtype mice do not develop tau pathology, they do develop gliosis like humans. Indeed, in human aging/AD, glial cells (astrocytes and microglia) become immune-activated, secreting cytokines that impair neuronal and cognitive function [43]. This neuroinflammation is also associated with morphological changes [44, 45], including alterations in process length [46] and branching [47, 48], which have detrimental effects on neurons (e.g., synaptic dysfunction). To evaluate the effects of NF-κB/NLRP3-targeting Nanoligomer treatment on astrocyte and microglia activation/morphology with aging, we performed immunofluorescence staining on cortex tissue from old, old treated, and young mice. Consistent with previous findings showing that astrocyte activation increases with aging [44, 49], we found evidence of age-related increases in GFAP [50], but this effect was less pronounced in old treated mice (Fig. 6A). Similar to previous studies [51, 52], we also found that aging was associated with reduced astrocyte process length and branch number (Fig. 6B). However, these effects were reversed with Nanoligomer treatment. We also found age-related increases in the activation of microglia, as reflected by increases in IBA1 (Fig. 6C). This effect of aging on microglia was not altered by Nanoligomer treatment, although we did observe changes in microglial process length and branch number in old animals that were attenuated with treatment (Fig. 6D). Finally, similar to our observations in rTg4510 mice, using immunohistochemistry we found that all of these glial cell changes were associated with a reduction in NeuN + cells in old mice that was absent in treated animals, although only in the CA2 region of the hippocampus (Fig. 6E). Collectively, these results suggest that the beneficial effects of Nanoligomers targeting NF-κB/NLRP3 in old mice may be due in part to reducing age-related changes in glial cells and the preservation of neurons in the hippocampus.

**Fig. 6:**
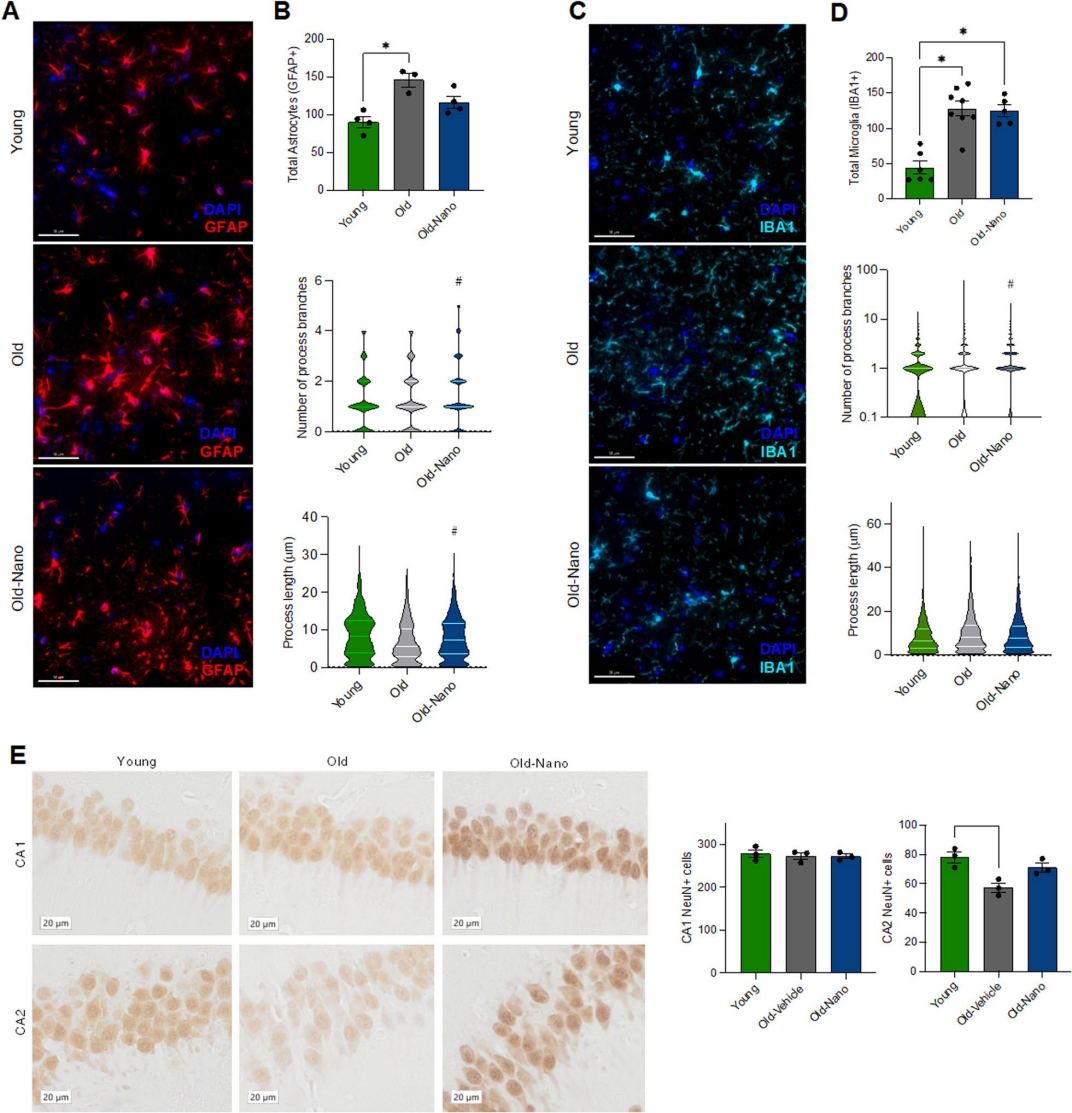
Reversal of age-related cellular changes in astrocytes and microglia with Nanoligomer treatment. **A** Immunofluorescence images of Glial Fibrillary Acidic Protein (GFAP) staining in hippocampus sections from young, old and old Nanoligomer-treated wildtype mice. Note general increase in GFAP/altered astrocyte morphology in old mice that is reversed with Nanoligomer treatment (scale bar 50 µm). **B** Quantification of GFAP + cells and process length and branch number. **C** Immunofluorescence images of Ionized Calcium-Binding Adapter molecule 1 (IBA1) staining in the same mice. Note general increase in IBA1/altered microglial morphology in old mice that is reversed with treatment (scale bar 50 µm). **D** Quantification of IBA1 + cells and process length and branch number. **E** Immunohistochemistry counts for Fox-3 (NeuN)-positive cells (neurons) in CA1 and CA2 regions of the hippocampus in the same mice. Data analyzed via one-way ANOVA and group differences determined via Tukey’s post-hoc multiple comparison test (GFAP, F (2, 8) = 11.64; IBA1, F (2, 16) = 22.10; CA1 NeuN, F (2, 6) = 0.20; CA2 NeuN, F (2, 6) = 9.81). *p < 0.05 vs. young; #p < 0.01 vs. old control

### Transcriptome signatures of inflammation and reduced neuronal health are reversed with Nanoligomer treatment

Perturbations in the transcriptome affect downstream biological processes that mediate brain aging/AD [53]. 

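Hippocampal RNA was sequenced from young, old and Nanoligomer-treated old (Old-Nano) mice, and from littermate (LM) control, rTg4510 and Nanoligomer-treated rTg4510 (rTg4510-Nano) mice. Treated mice received 150 mg/kg, 3 times per week for 1 month. The paper gives the ages as 19 months (old), 8 months (young) and 2 months (rTg4510 and LM), and the sample labels give 20, 9 and 3 months at collection. The table of counts holds 4 libraries per group, where the methods give 6 mice per group and the legend of Fig. 7 gives 4. In the rTg4510 group, the columns of replicates M2 and M3 are identical for every gene, so they were counted as 1 library and n = 3 in that group. The genotype tag of the 4 LM libraries reads rTg4510, and their titles, descriptions and treatment tags, which name littermate controls, were followed. The authors trimmed reads with fastp, aligned them to mm10 with STAR and listed whole-number counts per gene symbol, without normalization. The methods give more than 40 M reads per sample, and the values here use the counts assigned to genes. The total was 23084584 to 24049944 counts in young mice (median 24003250), 20559259 to 26143009 in old mice (median 24593870) and 24451593 to 27424344 in Old-Nano mice (median 26275380). It was 17214974 to 26310360 in LM controls (median 21294704), 22520733 to 25885517 in rTg4510 mice (median 22782696) and 19660389 to 26014106 in rTg4510-Nano mice (median 23549230). Markers of other tissues were present in some libraries, given as the mean log2 CPM (counts scaled by library size) of a marker list above the median library. Choroid plexus markers were 4.70, 6.57 and 5.07 higher in rTg4510 F1, F3 and M2, and hepatocyte markers 3.81 and 6.05 higher in old F2 and F3, 2.62 in Old-Nano M2 and 3.74, 6.70 and 5.83 in young F2, F4 and M4. Striatum markers were 3.98 higher in old M1, olfactory bulb markers 4.25 higher in old M1 and 6.34 in young M4, and hypothalamus markers 6.64 higher in rTg4510-Nano M2. Pituitary markers were 6.03 higher in rTg4510-Nano M3, 4.35 and 2.34 in LM M1 and M2 and 2.23 in rTg4510 F3. Each pair of groups was fitted on its own, over genes with a mean normalized count of at least 10. Groups were compared with edgeR's quasi-likelihood test after TMM normalization, with p adjusted by Benjamini-Hochberg and a threshold of 0.05. Gene coordinates are those of GRCm38, the assembly also named mm10.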

To provide broad insight into how Nanoligomer treatment affected genes/pathways most related to aging and tauopathy, we performed RNA-seq on the hippocampus. 

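Tyrobp, a signalling adaptor of microglial receptors (chromosome 7, 30413760 to 30417585), was at 19.9 ± 1.34 CPM (SD, n = 4) in old and 10.4 ± 0.354 CPM (SD, n = 4) in young mice. Its log2 fold change was 0.93 (standard error 0.09, adjusted p = 0.0413 from edgeR), and that of Ide, the insulin-degrading enzyme, was 0.89 (standard error 0.08, adjusted p = 0.0413). These 2 of 15335 genes were higher in old mice and none was lower, with 1574 genes at an unadjusted p under 0.05, whereas DESeq2 called 176 higher and 51 lower. For Ide, an effect of age and a difference at its locus between the cohorts of mice cannot be told apart. Of 25 genes of disease-associated microglia, 1 was higher over all genes and 10 when adjusted over the list alone, with a median log2 fold change of 0.51 (camera adjusted p = 4.0e-13, and adjusted p = 0.201 with an estimated correlation). Of 13 MHC class I genes, which present antigen, none was higher over all genes and 10 were when adjusted over the list alone, with a median of 0.85 (camera adjusted p = 1.0e-08, and adjusted p = 0.277 with an estimated correlation). Of 16 neurogenesis genes, none was lower over all genes and 3 were when adjusted over the list alone, with a median of -1.11 (camera adjusted p = 0.00129, and adjusted p = 0.201 with an estimated correlation). Their mean log2 CPM was highest in the libraries with olfactory bulb markers, at 3.92 in old M1 against 2.76 to 2.94 in the other old libraries, and at 4.95 in young M4 against 3.69 to 3.92 in the other young libraries. With treatment, none of 15257 genes differed between Old-Nano and old mice by edgeR or by DESeq2, and 185 had an unadjusted p under 0.05 in edgeR. The 13 MHC class I genes had a median log2 fold change of 0.22 with treatment (camera adjusted p = 0.000278) and 24 targets of NF-κB a median of 0.21 (camera adjusted p = 0.00301), none of them past the threshold alone or adjusted over the list alone. The 29 hepatocyte markers had a median of -3.56 (camera adjusted p = 3.2e-14), none past the threshold on its own. For each of these treatment lists the adjusted p was 0.964 with an estimated correlation, and no list called by camera between old and young, Old-Nano and old, rTg4510 and LM or rTg4510-Nano and rTg4510 mice held with one. Of the 1000 transcripts most increased in old mice, 60.9% had a negative log2 fold change with treatment, with a median of -0.09, and of the 1000 most decreased, 53.8% had a positive one, with a median of 0.04. Over all 70 divisions of the old and Old-Nano libraries into groups of 4, shares as high or higher had an exact one-sided p = 0.643 and p = 0.857. With each library left out in turn, the log2 fold change with age was 0.89 to 0.98 for Tyrobp and 0.84 to 0.92 for Ide, though edgeR called 0 genes in each of these fits. The share for increased transcripts was then 45.8% (without Old-Nano F2) to 72.4% (without Old-Nano F1), and that for decreased ones 34.3% (without Old-Nano F2), 42.8% and 47.2% (without young F2 and M1) and up to 77.6% (without young M4).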

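Transcripts of the choroid plexus, the tissue that secretes cerebrospinal fluid, were higher in rTg4510 mice than in LM controls and lower with treatment. Ttr, its thyroid hormone carrier (chromosome 18, 20665280 to 20674321), was at 9080 ± 7080 CPM (SD, n = 3) in rTg4510 mice and 62.8 ± 78.6 CPM (SD, n = 4) in LM controls, a log2 fold change of 7.18 (standard error 1.12, adjusted p = 0.0459 from edgeR). All 25 tested choroid plexus markers had a positive log2 fold change, 21 of them past the threshold over all genes and 25 when adjusted over the list alone, with a median of 5.75 (camera adjusted p = 6.3e-29, and adjusted p = 0.244 with an estimated correlation). In all, 113 of 15166 genes were higher and 10 were lower in rTg4510 mice. Of the 113, 96 followed the choroid plexus or hepatocyte score at r over 0.8, as does a gene raised in these libraries whatever the cause. Of 36 lysosomal genes, 5 were higher over all genes and 24 when adjusted over the list alone, with a median of 0.46 (camera adjusted p = 1.1e-17, and adjusted p = 0.201 with an estimated correlation). They included Ctsd, a lysosomal protease, at 1.14 (standard error 0.14, adjusted p = 0.0258), and Npc2, a cholesterol carrier, at 0.90 (standard error 0.15, adjusted p = 0.0463). C1ql2, a synaptic protein of dentate granule cells, had a log2 fold change of -2.30 (standard error 0.37, adjusted p = 0.0463) and Dbp, a transcription factor of the circadian clock, of -0.79 (standard error 0.09, adjusted p = 0.0238). With treatment, 8 of 15358 genes were lower and none was higher, with 845 at an unadjusted p under 0.05. The 25 choroid plexus markers had a median of -5.19, 6 of them lower over all genes and 25 when adjusted over the list alone (camera adjusted p = 3.6e-47, and adjusted p = 0.728 with an estimated correlation), and the 36 lysosomal genes a median of -0.22, none lower over all genes and 5 when adjusted over the list alone (camera adjusted p = 3.8e-08, and adjusted p = 0.830 with an estimated correlation). Of the 8 genes, 6 were choroid plexus markers, among them Kcne2 at -7.14 (standard error 0.62, adjusted p = 0.0236) and Aqp1, a water channel, at -6.74 (standard error 0.57, adjusted p = 0.0236). All 8 followed the choroid plexus or hepatocyte score at r over 0.8. As all 3 distinct rTg4510 libraries held choroid plexus markers, whether the lysosomal changes came with that tissue cannot be told from these comparisons. DESeq2 called 585 genes higher and 162 lower in rTg4510 mice, and 9 higher and 209 lower with treatment. Of the 1000 transcripts most increased in rTg4510 mice, 90.1% had a negative log2 fold change with treatment, with a median of -0.73, and of the 1000 most decreased, 72.8% had a positive one, with a median of 0.22. Over all 35 divisions of the 7 untreated and treated libraries, shares as high or higher had an exact one-sided p = 0.229 and p = 0.714. Because both contrasts use the same untreated libraries, opposite signs arise without any change. Data simulated with no change in any group, each gene drawn independently, gave mean shares of 79.4% and 81.3% in the aging comparison and 82.6% and 85.4% here. With the untreated libraries divided between the contrasts the shares were 37.3%, 34.0%, 65.8% and 48.0%. The count in rTg4510 mice was 364 without rTg4510 F1, 2 without rTg4510 M2 and 0, 8, 18 and 0 without LM F2, F3, M1 and M2, and that with treatment was 21 without rTg4510 F3 and 0 without rTg4510 M2 or without any 1 treated library.

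**Figure D1:**
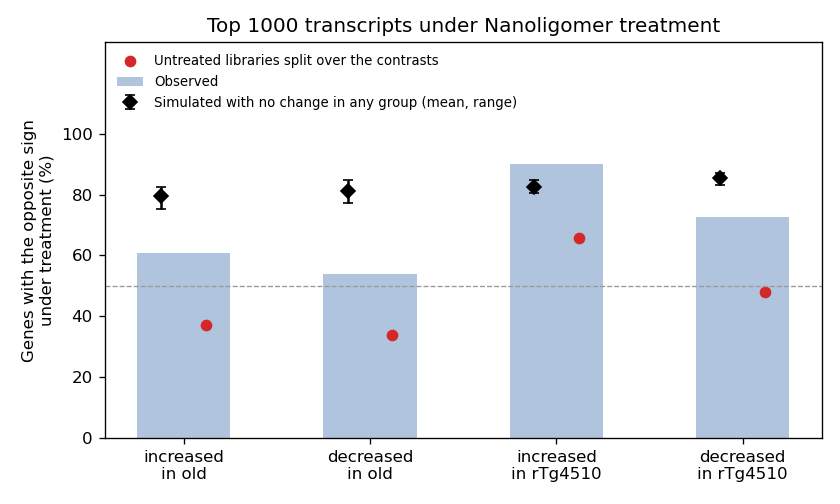
Share (%) of the 1000 transcripts most increased or decreased in old and in rTg4510 mice whose log2 fold change had the opposite sign with treatment. Bars are observed shares, black diamonds the mean and range of 20 data sets simulated with no change in any group, red points the shares with untreated libraries divided between the contrasts, and the dashed line 50%. The bar for transcripts increased in rTg4510 mice, at 90.1%, is the only one above its simulated range of 80.5% to 84.8%. Genes were simulated independently, which makes that range narrow, with an SD of 1.47 against 17.3 over divisions of the real libraries.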

We found that aging and tauopathy were associated with gene expression changes (Fig. 7A, top rows of heatmaps) that were largely reversed in terms of relative expression with Nanoligomer treatment (Fig. 7A, bottom rows of heatmaps). For example, one of the top transcripts that increased with aging but decreased with Nanoligomer treatment was S100 calcium-binding protein A8 (*S100A8*), which activates NF-κB and induces microglial activation [54]. 

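S100a8, which encodes a calcium-binding protein of neutrophils and other myeloid cells (chromosome 3, 90668978 to 90670035), was at 0.793 ± 0.681 CPM (SD, n = 4) in old, 0.542 ± 0.630 CPM (SD, n = 4) in Old-Nano and 0.129 ± 0.178 CPM (SD, n = 4) in young mice. The log2 fold change with age was 2.59 (standard error 1.06, adjusted p = 0.468 from edgeR), and with treatment it was -0.54 (standard error 1.04, adjusted p = 1.00). These S100a8 values rest on 4 to 39 counts per library in old mice, 1 to 36 in Old-Nano mice and 0 to 9 in young mice, and the ranges of the groups overlap. With 1 library left out, the log2 fold change of S100a8 with age was 2.18 (without young M1) to 4.09 (without young F4), and with treatment -1.50 (without Old-Nano M5) to -0.00 (without old M3). Neither difference in S100a8 passed the threshold in edgeR or in DESeq2, which gave an adjusted p = 0.279 with age and 1.00 with treatment.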

One of the top transcripts that increased with tauopathy but decreased with Nanoligomer treatment was Interleukin 17 Receptor E (*IL17RE*), which is also associated with the activation of NF-κB [55] and cognitive dysfunction [56].

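Il17re, a receptor subunit for interleukin-17C (chromosome 6, 113458484 to 113470758), was at 3.39 ± 3.30 CPM (SD, n = 3) in rTg4510 mice, 0.313 ± 0.352 CPM (SD, n = 4) in LM controls and 0.260 ± 0.169 CPM (SD, n = 4) in rTg4510-Nano mice. The values of Il17re in the 3 rTg4510 libraries were 1.18 CPM in F1, 7.18 CPM in F3 and 1.81 CPM in M2, all above every LM and rTg4510-Nano library. Its log2 fold change was 3.40 in rTg4510 mice (standard error 1.06, adjusted p = 0.210 from edgeR) and -3.64 with treatment (standard error 0.81, adjusted p = 0.292). DESeq2 gave Il17re an adjusted p = 0.0188 in rTg4510 mice and 0.00101 with treatment. A block by shared replicate number in edgeR gave 0.0146 and 1.00. That fit keeps only 2 libraries per group, which the labels link by a number alone. Without rTg4510 F3 the log2 fold changes of Il17re were 2.22 and -2.47. The 3 libraries with the most Il17re were those with choroid plexus markers. Per 1000 counts of Ttr they held 0.290, 0.418 and 0.302 counts of Il17re in F1, F3 and M2, against 1.38 to 233 in the other libraries with any Il17re.

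**Figure D2:**
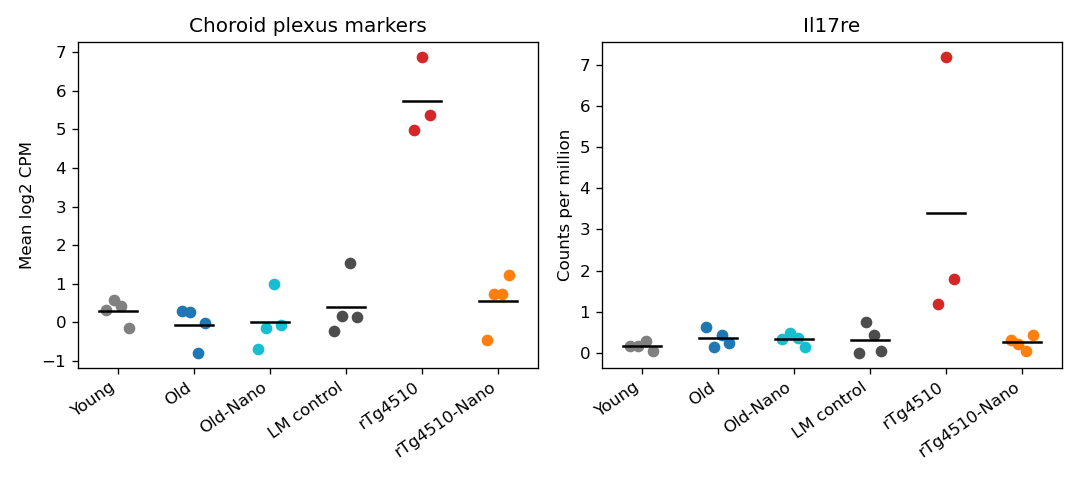
Left, mean log2 CPM of the choroid plexus markers, and right, CPM of Il17re, in each library of the 6 groups. Points are libraries (n = 3 for rTg4510 and n = 4 for each other group) and bars are means, with the 3 rTg4510 libraries above every other library in both panels.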

**Fig. 7:**
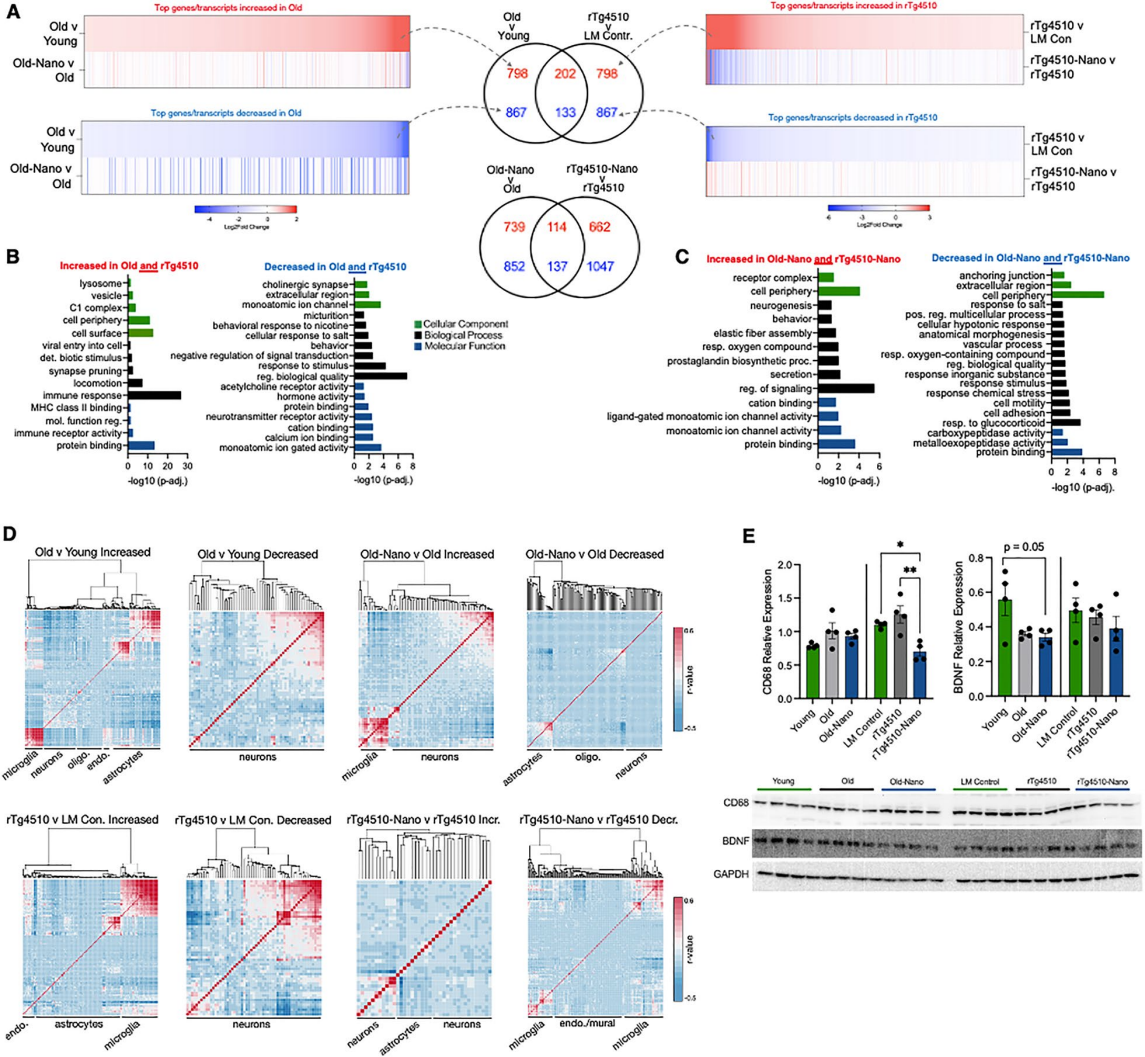
Transcriptome signatures of inflammation and reduced neuronal health with aging and tauopathy are reversed with Nanoligomer treatment. **A** Heatmaps showing Log2Fold differences for the top 1000 increased and decreased transcripts in old vs. young control mice and rTg4510 tauopathy mice vs. littermate (LM) controls (top heatmap rows), and Log2Fold differences for the same genes/transcripts in treated old and rTg4510 mice vs. their untreated counterparts (bottom heatmap rows). Venn diagrams in center show genes/transcripts that were increased or decreased in both old and rTg4510 mice, and genes/transcripts that were reversed in terms of relative expression in both treated old and treated rTg4510 mice. **B** Gene ontology analyses of genes/transcripts that were increased or decreased in both old and rTg4510 mice. **C** Gene ontology analyses of genes/transcripts that were increased or decreased in both treated old and treated rTg4510 mice. **D** Heatmaps showing hierarchical clustering and correlations between gene/transcript expression levels in bulk RNA-seq data from the present study and a single-cell RNA-seq dataset. Cell types associated with major gene expression clusters annotated; note glial cells associated with increased clusters and neurons associated with decreased clusters in both old and rTg4510 mice, and partial reversal of these patterns in heatmaps showing Nanoligomer treatment. **E** Quantifications and raw immunoblots for Cluster of Differentiation 68 (CD68) and Brain-Derived Neurotrophic Factor (BDNF) in animals from all groups (full blots shown in supplementary data file). Gene expression differences analyzed using DESeq2 algorithms and immunoblot data analyzed via one-way ANOVA with group differences determined via Tukey’s post-hoc multiple comparison test (CD68: young and old mice, F (2, 9) = 2.366; CD68, rTg4510 mice, F (2, 9) = 11.25; BDNF: young and old mice, F (2, 9) = 4.74; rTg4510 mice, F (2, 9) = 0.71). N = 4/group for all analyses; *p < 0.05

Given the above observations and because aging and tau pathophysiology intersect [57], to understand how Nanoligomer treatment affected genes/pathways common to both aging and tauopathy, we compared the top 1000 most increased/decreased transcripts common to both aging and tauopathy, and those same transcripts in old and tauopathy-treated mice (Fig. 7A, top Venn diagrams). 

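Transcripts that activated microglia express and transcripts of complement were among those most increased in both old and rTg4510 mice. Clec7a, a receptor for fungal glucans, had a log2 fold change of 2.91 in old mice (standard error 0.43, adjusted p = 0.180 from edgeR, n = 4 per group) and 3.36 in rTg4510 mice (standard error 1.03, adjusted p = 0.204). C4b, a complement component, had 2.01 in old mice (standard error 0.35, adjusted p = 0.299) and 1.67 in rTg4510 mice (standard error 0.47, adjusted p = 0.175). Of the 1000 transcripts most increased in old mice, 216 were also among the 1000 most increased in rTg4510 mice, where 67.0 would be shared by independent lists of 14918 genes. Of the 1000 most decreased, 189 were shared. Divisions of the old and young libraries at random gave mean overlaps of 172 and 167 (exact one-sided p = 0.0429 and p = 0.357 over 70 divisions). No shared transcript passed the threshold in both comparisons, and 93 of the 216 and 16 of the 189 had an unadjusted p under 0.05 in both. Of the 216, 115 had the opposite sign with treatment in old mice, 183 in rTg4510 mice and 99 in both, and of the 189 the numbers were 114, 165 and 100. Here too, opposite signs arise without any change, because the same untreated libraries served to pick the transcripts and as the baseline of treatment. No reference was simulated for these shared transcripts. With 500 transcripts per list, 60 increased ones were shared (exact one-sided p = 0.529). Ranked by p, 179 of 1000 were shared (exact one-sided p = 0.0286), and at a mean count of at least 50, 246 were (exact one-sided p = 0.0286).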

Gene ontology (GO) analyses revealed that increased genes common to both aging and tauopathy reflected pathways associated with inflammation, immune responses and cognitive dysfunction, including immune receptor activity, major histocompatibility complex (MHC) binding, and synapse pruning (Fig. 7B, left). 

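The shared increased transcripts held 9 of 23 genes of disease-associated microglia, where 0.333 would be met by chance (hypergeometric adjusted p = 7.6e-10 over the lists). These were Trem2, Tyrobp, Clec7a, Itgax, Gpnmb, Ctsz, Lyz2, Cd52 and Cd68. Trem2, a lipid-sensing receptor of microglia, had a log2 fold change of 1.03 in old mice (standard error 0.16, adjusted p = 0.180 from edgeR) and 0.79 in rTg4510 mice (standard error 0.29, adjusted p = 0.273). Immune receptors gave 9 of 38 genes (adjusted p = 6.3e-08), among them Fcgr3, Tlr2 and Csf3r. The MHC class II list gave 5 of 10 (adjusted p = 2.3e-06), with H2-Aa, H2-Ab1 and Cd74, and the MHC class I list 5 of 13 (adjusted p = 8.4e-06), with H2-K1, H2-D1 and Psmb8. Synapse pruning gave 4 of 13 genes (adjusted p = 0.000216), which were C1qb, C4b, Trem2 and Tyrobp. C1qb, a chain of the first complement component, had 0.96 in old mice (standard error 0.13, adjusted p = 0.163) and 0.72 in rTg4510 mice (standard error 0.15, adjusted p = 0.0832). Choroid plexus markers gave 4 of 18 genes (adjusted p = 0.000749), which were Kcnj13, Cldn1, Col8a1 and Trpv4, and striatum markers 3 of 11 (adjusted p = 0.00237). These p-values take genes as independent, and genes of a cell type vary together across libraries.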

Decreased genes/transcripts common to both aging and tauopathy comprised pathways associated with neurotransmitter receptor activity and signal transduction (Fig. 7B, right). However, these patterns were generally reversed with treatment. That is, among the transcripts that changed in both treated old and treated tauopathy mice (Fig. 7A, bottom Venn diagrams), those that were increased reflected pathways involved in brain aging and neuronal/cognitive function including ion channel activity, neuronal signaling, and neurogenesis (Fig. 7C, left), whereas common decreased transcripts with treatment in aged and tauopathy mice reflected pathways associated with inflammation and immune responses, including cell adhesion and stress response (Fig. 7C, right).

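The shared decreased transcripts held 5 of 23 immediate early genes, which neurons switch on with activity (hypergeometric adjusted p = 0.000407 over the lists). These were Junb, Egr2, Arc, Nr4a1 and Nr4a3. Egr2, a zinc finger transcription factor, had a log2 fold change of -1.82 in old mice (standard error 0.68, adjusted p = 0.441 from edgeR, n = 4 per group) and -1.31 in rTg4510 mice (standard error 0.33, adjusted p = 0.134). Cholinergic genes gave 3 of 16 (adjusted p = 0.0155), the nicotinic acetylcholine receptor subunits Chrna3, Chrna7 and Chrnb4. Chrna7 had -0.81 in old mice (standard error 0.60, adjusted p = 0.659) and -0.70 in rTg4510 mice (standard error 0.16, unadjusted p = 0.00234), not past the threshold in either. These p-values take genes as independent, and the 189 shared transcripts they are drawn from are no more than divisions of the libraries give (exact one-sided p = 0.357). GABA receptors gave 2 of 15 genes, Gabra5 and Gabrq (adjusted p = 0.118), and glutamate receptors 1 of 24, Grik4 (adjusted p = 0.954). Markers of CA pyramidal cells gave 3 of 9 genes, Fibcd1, Iyd and Grik4 (adjusted p = 0.00374). The score of all CA pyramidal markers was lowest in young M4, at -2.58 log2 units from the median library, which works against a decrease with age. Of the old libraries it was lowest in M1, at -1.45, and of the rTg4510 libraries in F1, at -1.68.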

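Among the 1000 transcripts most increased with treatment in each model, 218 were shared by Old-Nano and rTg4510-Nano mice, and among the 1000 most decreased, 168. Of the 218, none passed the threshold in either comparison, and of the 168, 1 passed it in rTg4510-Nano mice and none in Old-Nano mice. Ion channel and receptor genes were few among the 218, with 1 of 35 potassium channels (Kcnk9), 1 of 16 cholinergic genes (Chrna7) and 1 of 24 glutamate receptors (Grik4), each at a hypergeometric adjusted p of 0.895 or more. Kcnk9, a leak channel, had a log2 fold change of 0.31 in Old-Nano mice (standard error 0.21, adjusted p = 1.00 from edgeR) and 0.44 in rTg4510-Nano mice (standard error 0.46, adjusted p = 0.984). Gh and Prl, hormones of the pituitary, were among the 218, with Gh at 4.56 in Old-Nano mice and 4.05 in rTg4510-Nano mice, and among the transcripts decreased in both models. None of 16 neurogenesis genes was among the 218, and Draxin was among the 168. The 168 held 3 of 18 choroid plexus markers, Aqp1, Cldn1 and Sulf1 (adjusted p = 0.0472), and no list of immune genes was enriched among them. Divisions of the old and Old-Nano libraries at random gave mean overlaps of 211 and 167 with the rTg4510-Nano lists (exact one-sided p = 0.443 and p = 0.543 over 70 divisions). From the gene ontology terms of its own shared transcripts, the paper concludes that the patterns common to aging and tauopathy were generally reversed with treatment.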

To determine which cell types might have contributed most to the observed transcriptome patterns, we performed a deconvolution analysis (intersecting bulk RNA-seq data with single-cell RNA-seq data to identify cell types most associated with gene expression differences in the bulk data [58]). This revealed a common pattern in both mouse/treatment models (Fig. 7D). 

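Most microglial markers had positive log2 fold changes in both models, with a median of 0.40 over 23 genes in old mice (1 higher over all genes and 9 adjusted over the list alone) and 0.40 in rTg4510 mice (1 higher, and 6 adjusted over the list alone). Camera gave adjusted p = 1.8e-10 in old mice and 1.3e-07 in rTg4510 mice, and adjusted p = 0.304 and 0.365 with an estimated correlation. Astrocyte markers had a median of 0.28 in old mice (17 genes, 3 higher adjusted over the list alone, camera adjusted p = 4.2e-05, and adjusted p = 0.304 with an estimated correlation) and 0.05 in rTg4510 mice (camera adjusted p = 0.290). Gfap, an intermediate filament of astrocytes, had a log2 fold change of 0.80 in old mice (standard error 0.33, adjusted p = 0.468 from edgeR) and 0.94 in rTg4510 mice (standard error 0.37, adjusted p = 0.322). Oligodendrocyte markers had a median of 0.53 in old mice (17 genes, 1 higher adjusted over the list alone, camera adjusted p = 3.3e-05, and adjusted p = 0.515 with an estimated correlation). Neuron markers had a median of -0.05 in old mice (17 genes, camera adjusted p = 0.776) and -0.16 in rTg4510 mice (camera adjusted p = 0.0406, and adjusted p = 0.436 with an estimated correlation), none past the threshold on its own. Markers of dentate granule cells had a median of -1.04 in rTg4510 mice (11 genes, 1 lower over all genes and 2 adjusted over the list alone, camera adjusted p = 0.000406, and adjusted p = 0.365 with an estimated correlation). With treatment, microglial markers had a median of 0.19 in old mice (20 of 23 positive, camera adjusted p = 0.0175, and adjusted p = 0.964 with an estimated correlation) and -0.24 in rTg4510 mice (23 of 23 negative, camera adjusted p = 0.000330, and adjusted p = 0.885 with an estimated correlation). Neuron markers had a median of 0.02 with treatment in old mice (camera adjusted p = 0.443) and 0.18 in rTg4510 mice (15 of 17 positive, camera adjusted p = 0.0225, and adjusted p = 0.885 with an estimated correlation). Without Old-Nano M2, the log2 fold changes with treatment in old mice were -0.12 for Cd68, -0.33 for Aif1 and -0.11 for Gfap, against 0.18, -0.04 and 0.28 with all libraries. Choroid plexus markers moved with the rTg4510 group as well, at a mean log2 CPM of 5.74 ± 0.99 (SD, n = 3) in rTg4510, 0.41 ± 0.78 (SD, n = 4) in LM and 0.56 ± 0.72 (SD, n = 4) in rTg4510-Nano mice.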

With aging and tauopathy, increased gene expression signatures (i.e., of inflammation) were largely associated with glia, whereas decreased gene expression signatures were primarily associated with neurons—and in all cases these cell type-specific contributions to gene expression were at least somewhat reversed with Nanoligomer treatment. 

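Ido1, which encodes a tryptophan-degrading enzyme (chromosome 8, 24584136 to 24597009), was at 1.51 ± 2.94 CPM (SD, n = 4) in old, 0.228 ± 0.202 CPM (SD, n = 4) in Old-Nano and 0.0520 ± 0.0392 CPM (SD, n = 4) in young mice. Old M1 held 137 counts of Ido1 (5.91 CPM), and every other library of the study held 13 or fewer (0.598 CPM at most). The log2 fold change of Ido1 was 4.72 with age (standard error 1.96, adjusted p = 0.473 from edgeR) and -2.72 with treatment (standard error 1.63, adjusted p = 1.00). Without old M1, that of Ido1 with age was -0.32 (standard error 1.08). Of 11 other striatum markers, 10 were highest in old M1 among all 23 libraries.

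**Figure D3:**
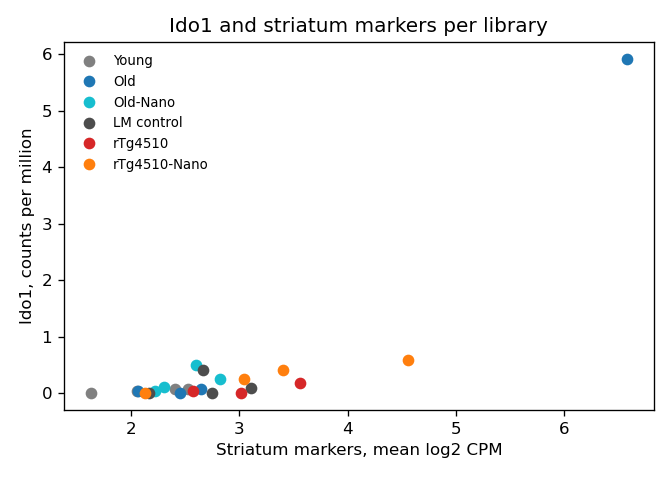
CPM of Ido1 (vertical axis) against the mean log2 CPM of the striatum markers (horizontal axis), with each of the 23 libraries as a point coloured by group. Old M1 lies apart at 5.91 CPM and 6.58, and no other library exceeds 0.598 CPM.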

To confirm our RNA-seq data, we performed immunoblotting for several proteins whose gene expression levels changed (Figure S4), and we found similar patterns of protein expression for these targets. Also, given our findings above suggesting changes in glial cells and neuroprotection, we immunoblotted for CD68 (a marker of activated/reactive microglia [59]) and Brain-Derived Neurotrophic Factor (BDNF), a protein responsible for maintaining neuronal survival and growth [60] (Fig. 7E). We observed reduced CD68 in Nanoligomer-treated animals, although this effect was not significant in old mice, but no treatment-associated changes in BDNF in either model. Although not definitive, these results suggest that Nanoligomer targeting of NF-κB/NLRP3 favorably influences several important biological processes associated with brain aging and tauopathy, particularly those involved in neuroinflammation/immune activation and neuronal health, and that these effects may be mostly driven by changes in glial cells, upstream of neuroprotection (i.e., because the inflammation-related gene expression patterns that changed with treatment mapped to these cell types in deconvolution analyses, and neuron-intrinsic protective proteins like BDNF were unchanged).

### Favorable peripheral changes in response to Nanoligomer treatment

Finally, current therapies meant to target neuroinflammation in the brain often have off-target effects [12, 61], and drug-induced hepatotoxicity is common following exposure to many bioactive compounds [62]. The liver is a key metabolic organ that processes such compounds and therefore a relevant target for therapies meant to help the brain [63]. To understand how Nanoligomer treatment affects the liver, we performed multiplex ELISAs on liver tissue from young, old, and old treated mice (Fig. 8A). We found that several pro-inflammatory and immune-activating cytokines that increased with aging were reduced with Nanoligomer treatment, including IFN-Ɣ inducible protein (IP-10) and chemokine ligand 1 (CXCL1). Additionally, the anti-inflammatory cytokine interleukin 10 (IL-10) was reduced with aging, but this effect was reversed with Nanoligomer treatment. We also found that aging was associated with evidence of hepatocyte polyploidy and polymorphonuclear leukocytes in the liver, a key source of tissue damage due to inflammation [64], and these effects were attenuated with Nanoligomer treatment (Fig. 8B, C). Furthermore, in Nanoligomer-treated old mice, these favorable changes in the liver were associated with a preservation of circulating (plasma) levels of fibroblast growth factor 21 (FGF-21), a hormone synthesized by the liver and linked with longevity and neuroprotection [65, 66]. Collectively, these results suggest that, in addition to their protective effects in the brain, Nanoligomers targeting NF-κB/NLRP3 are not hepatotoxic and may even favorably modulate several markers of inflammation and liver/peripheral health in old mice.

**Fig. 8:**
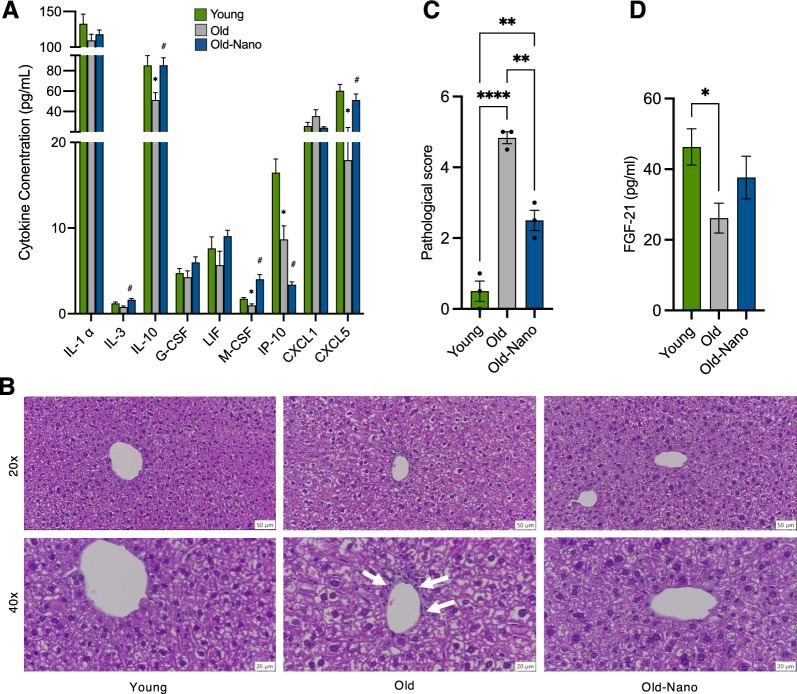
Favorable peripheral/systemic changes with long-term Nanoligomer treatment. **A** Cytokine concentrations in liver of young, old and old Nanoligomer-treated wildtype mice. N = 4/group; *p < 0.05 vs. young; ^#^p < 0.05 vs. old. **B** Representative immuno-histochemistry images showing infiltrating immune cells at portal vein border (white arrows) and **C** quantification of immune cell infiltration in the same mice. *p < 0.01. **D** Plasma levels of fibroblast growth factor 21 (FGF-21) measured by ELISA in the same mice. Data analyzed via one-way ANOVA with group differences determined via Tukey’s post-hoc multiple comparison test. Liver ELISAs: F (2, 23) = 1.44, 7.80, 5.54, 1.98, 2.00, 18.35, 29.98, 2.46 and 12.00; pathology scores: F (2, 6) = 72.57; plasma ELISA: F (2, 23) = 3.08. N = 6–11/group; *p < 0.01

## Discussion

Neuroinflammation impairs cognitive function and is a major mechanism of brain aging and AD [5], both of which are linked with tau pathology. As such, there is an urgent need to identify safe and effective treatments that target neuroinflammation [67]. Age- and tau-related neuroinflammation is characterized by immune activation, glial cell (microglia and astrocytes) reactivity, and the release of neurotoxic, pro-inflammatory cytokines [68, 69], and many of these events involve signaling via NF-κB and NLRP3. These two proteins are upstream mediators of immune activation and key components of a “central axis” of neuroinflammation [7, 22, 70]. For example, NF-κB regulates many inflammatory processes, including the activation of pro-inflammatory cytokines and the transcription of neuroinflammatory genes [22], and NLRP3 is a major component of the inflammasome that directly regulates multiple immune response pathways (e.g., complement/cytokine signaling) [71]. Our key finding is that simultaneous, targeted downregulation of both NF-κB and NLRP3 via Nanoligomers reduces neuroinflammation and improves cognitive function in mouse models of both aging and tauopathy. This may be an important, clinically relevant finding, as these small molecule therapeutics are well positioned for further pre-clinical and eventual clinical translation.

Several recent investigations have shown that separately targeting either NF-κB or NLRP3 reduces neuroinflammation and improves cognitive function in multiple mouse models [9, 36, 72, 73]. For example, an NF-κB peptide inhibitor was shown to reduce inflammatory cytokine expression and microglial activation in 5xFAD mice [11], and inhibition of NLRP3 with the small molecule MCC950 is reported to reduce inflammation and improve cognitive function in APP/PS1 mice [9]. However, although NF-κB and NLRP3 signaling pathways are interconnected [21], no studies have investigated the effects of simultaneously targeting both of these proteins in old and/or tauopathy mice. To investigate this idea here, we performed an initial proof-of-concept study and found that short-term treatment with Nanoligomers targeting NF-κB and NLRP3 caused reductions in target proteins in the hippocampus of old mice, consistent with our previous reports on this same cocktail both in vitro [15] and in vivo [18]. Then, to provide translational relevance to this finding, we performed a longer intervention (proportional to that which might be conducted in older adults), in which we treated both old and tauopathy model mice with NF-κB/NLRP3-targeting Nanoligomers for one month. Notably, we found that this intervention was safe, well-tolerated, and elicited no adverse neuromuscular effects (e.g., on grip strength or frailty) or in the liver, a key metabolic organ (despite the potential protective role of NF-κB in various settings). We also found that this treatment improved short-term recognition memory and reduced anxiety, which is often co-morbid with dementia [74]. These results are important, because cognitive decline is a major risk factor for mild cognitive impairment and AD [75], and our findings are consistent with data from other studies on NF-κB and NLRP3 in mouse models of aging and AD [9, 11]. We note that intraperitoneal Nanoligomer delivery (the mode of treatment in our study) is a translational limitation, but our group is currently developing alternative approaches for administering these compounds, including via intranasal inhalation and oral routes. Demonstrating the efficacy of such approaches will be an important next step in this line of investigation.

Importantly, numerous pro-inflammatory/cytokine signaling pathways contribute to neuroinflammation-associated declines in cognitive function [5, 69, 76]. To address this in the present study, we probed the hippocampus for multiple cytokines that have been linked with cognitive dysfunction, brain aging and tauopathy. We found that NF-κB/NLRP3-targeting Nanoligomer treatment reduced almost all of these cytokines, with PCA showing a marked reversal of overall cytokine patterns in both aged and tauopathy mice. Moreover, these cytokine profiles were highly (inversely) correlated with cognitive-behavioral function in all animals studied. Collectively, these results suggest that the mechanism by which Nanoligomer treatment improves cognitive function involves broadly reducing neuroinflammation. This idea is in agreement with our previous studies showing that Nanoligomer treatment reduces neuroinflammation and improves cognitive function in prion-disease mice (a model of severe neurodegeneration) [18], and with numerous other studies showing that targeting neuroinflammation improves cognitive function in mouse models of accelerated brain aging [77]. In future work, it will be important to identify the specific NF-κB/NLRP3-associated cytokine pathways that impact cognitive function most directly, as some cytokines (e.g., IL-10) can have both protective [78] and deleterious effects in the brain [79].

Beyond specific cytokine pathways, neuroinflammation is linked with protein pathology (including tau accumulation) and glial cell dysregulation in aging and AD [4, 80–82]. However, the order of these events is incompletely understood, and neuro-inflammatory signaling mediators like NF-κB and NLRP3 have been reported to both contribute to and be activated by pathology [36]. In our study, we observed several effects of NF-κB/NLRP3-targeting Nanoligomers that are consistent with this idea. First, we found that reduced neuroinflammation with NF-κB/NLRP3-targeting Nanoligomers was associated with reductions in total and phosphorylated tau species representative of both early and later aging/AD pathology in rTg4510 mice [39, 40]. Because aggressive, transgene-driven expression of tau occurs in rTg4510 mice at young ages, our findings may suggest that the treatment protected against tau-induced NF-κB/NLRP3 activation that further promotes pathology in these animals. This idea would be in line with other studies showing that tau seeding can be reduced by small molecule inhibitors of NLRP3 [35], and that pharmacologically targeting neuroinflammation, in general, reduces the burden of phosphorylated tau [83, 84]. Second, in aging wildtype mice, we found that NF-κB/NLRP3 Nanoligomer-induced inhibition of neuroinflammation was associated with evidence of reduced glial cell activation. In contrast to rTg4510 and other transgenic/AD mouse models, aging wildtype mice do not develop tau or Aβ pathology. They do, however, develop glial cell-associated neuroinflammation, which has been linked with both age-related cognitive dysfunction and tau propagation [2, 5, 43, 69, 85]. Thus, our findings could suggest that NF-κB and NLRP3 also contribute to neuroinflammation regardless of pathology. Indeed, similar to previous studies showing that astrocytes and microglia become reactive/pro-inflammatory with aging [44, 49], here we found morphological and protein expression evidence of increased reactivity in both astrocytes and microglia of old mice—but NF-κB/NLRP3-targeting Nanoligomer treatment largely attenuated these effects. Together with our findings in tauopathy mice, these observations may suggest that NF-κB/NLRP3-associated neuroinflammation is a “proximal” target for enhancing cognitive function with aging and attenuating neurodegeneration (i.e., as depicted in Fig. 1). Future, more comprehensive studies using NF-κB/NLRP3-targeting Nanoligomers are needed to confirm the order of these events, and/or to evaluate the treatment’s effects on other neuroinflammation-associated pathologies (e.g., Aβ aggregation). Such work may be particularly important given the notable limitations of the rTg4510 mouse model used here. For example, recent data suggest that pathology in these animals may be driven in part by off-target effects of the tau transgene (e.g., disruption of other genes important to brain function) [86]. In our data, these genes were modestly differentially expressed (average Log2Fold differences ~ − 0.8) in transgenic animals, but their expression was not significantly altered with treatment and/or correlated with cognitive function metrics. This suggests that our overall findings may not have been driven by artifacts of the transgenic model but that the interpretation of our data should, perhaps, be taken with caution and it underscores the need for similar studies in additional transgenic models (e.g., 5xFAD, APP/PS1 or humanized hTau mice).

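The genes at the transgene insertions of rTg4510 mice are not named in the paper, and the list used here came from general knowledge of that line. It holds Fgf14, Vipr2, Wdr60, Esyt2, D430020J02Rik, Ncapg2 and Ptprn2. Esyt2, a tether between the endoplasmic reticulum and the plasma membrane (chromosome 12, 116281196 to 116391050), was at 30.4 ± 1.46 CPM (SD, n = 3) in rTg4510 mice and 58.4 ± 3.45 CPM (SD, n = 4) in LM controls, a log2 fold change of -0.94 (standard error 0.08, adjusted p = 0.0107 from edgeR). Wdr60, a subunit of the motor of ciliary transport, had -0.84 (standard error 0.14, adjusted p = 0.0463). Ncapg2, Ptprn2 and Fgf14 had -0.82, -0.74 and -0.69 without passing over all genes, D430020J02Rik had 0.19, and Vipr2, a receptor of vasoactive intestinal peptide, had 1.67 (standard error 0.40, adjusted p = 0.110). Adjusted over the list alone, 5 of the 7 were lower and 1 was higher. The mean over the 7 genes was -0.31, and over the 5 with a negative value it was -0.81. With treatment the mean was 0.04, and none of the 7 passed the threshold in edgeR. Fgf14, a regulator of sodium channels, had 0.54 with treatment (standard error 0.18, adjusted p = 0.657). Vipr2 follows the tissue scores, but it also raised the mean in rTg4510-Nano mice, whose choroid plexus markers were near those of LM controls. Against LM controls that mean was -0.28, or -0.58 without Vipr2. Without Vipr2, the mean in rTg4510 mice was -0.64. With the tissue scores as covariates the mean was -0.07, or -0.29 without Vipr2, and as the choroid plexus score separates rTg4510 from LM libraries, this setting leaves little of any difference between them.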

Finally, given the protective effects of NF-κB/NLRP3-targeting Nanoligomers in both old wildtype and tauopathy mice, along with evidence that aging and tauopathy may intersect [87], we used transcriptomics (RNA-seq) to provide insight into conserved mechanisms of action. We found common transcriptome signatures of aging and tauopathy reflecting differences in neuronal health, neuroinflammation and immune activation, similar to ours and others’ observations in pre-clinical models of brain aging [88, 89] and aging/AD in humans [90]. However, these age- and tauopathy-associated transcriptome effects were largely attenuated with Nanoligomer treatment, and even reversed in some cases. Deconvolution analyses of these data also showed that increased gene expression patterns with aging and tauopathy were mostly associated with astrocytes and microglia, whereas decreased gene expression patterns were mostly associated with neurons. NF-κB/NLRP3-targeting Nanoligomers at least partially reversed these patterns in both models, which is consistent with the idea that the treatment largely affected glial cells (i.e., because the direction of gene expression changes in these cells tracked with that of inflammatory gene expression). Given the important role of NF-κB/NLRP3 in other cell types, additional multi-omics and/or perhaps single-cell analyses would be helpful in confirming these observations and more thoroughly evaluating the up- and down-stream mechanisms by which targeting NF-κB/NLRP3 protects cognitive function.

## Conclusions and future directions

Our findings demonstrate that Nanoligomers specifically formulated to target NF-κB and NLRP3 are safe and well-tolerated, engage their target proteins in the brain, reduce neuroinflammation and improve cognitive function with both aging and tauopathy. Our molecular/transcriptomic data suggest overlapping mechanisms of action in these contexts, supporting the idea that NF-κB/NLRP3-associated neuroinflammation is a key target in aging and neurodegeneration. Future studies are needed to determine if this approach will work in larger animal models and/or humans, and to disentangle differential effects in short-term vs. long-term treatment periods with varying dosages.

## Methods

### Nanoligomer design and synthesis

Nanoligomers were synthesized by Sachi Bioworks as previously reported [13–18]. Briefly, Nanoligomers comprise an antisense peptide nucleic acid (PNA) conjugated to a gold nanoparticle for improved delivery and membrane transport. The PNA sequences, provided in [14, 15], were previously screened for solubility, self-complementarity, and off-targeting in the human genome. The PNA portions of the Nanoligomers (NLRP3 Sequence: CTTCTACTGCTCACAGG, NFKB Sequence: AGTGGTACCGTCTGCTA) were synthesized on a Vantage peptide synthesizer (AAPPTec, LLC) with solid-phase Fmoc chemistry. Fmoc-PNA monomers were obtained from PolyOrg Inc., with A, C, and G monomers protected with Bhoc groups. Following synthesis, the peptides were conjugated with gold nanoparticles and purified via size-exclusion filtration. Conjugation and concentration of the purified solution was monitored through measurement of absorbance at 260 nm (for detection of PNA) and 400 nm (for quantification of nanoparticles). The sequence of the synthesized PNA was confirmed using LC–MS [13].

### Animal husbandry

Older and younger male and female C57Bl/6J mice (aged 19 months and 8 months, respectively) were purchased from the National Institute on Aging aged rodent colony. Male and female rTg4510 mice and appropriate littermate controls (2 months of age) were purchased from the Jackson Laboratory (strain #024854). For the first part of the study (proof of concept to show that the Nanoligomer cocktail reduced both NF-κB and NLRP3 in the brain), cohorts were treated with Nanoligomer acutely (1 × intraperitoneal injection; 150 mg/kg body weight) and then studied 16 h later. For long-term treatment, mice were treated for 1 month (150 mg/kg body weight; 3 × week). Mice were housed throughout all experiments at ~ 18–23 °C on a reverse 12 light/12 dark cycle. Fresh water and *ad-libitum* food (Tekland 2918; 18% protein) was routinely provided to all cages. Animals were consistently health checked by the veterinary staff at Colorado State University.

### Animal sacrifice and tissue collection

Mice were culled in a fed state in the late morning. After deep anesthetizing with isoflurane, ~ 1 ml of blood was removed via cardiac puncture followed by cervical dislocation. The left hippocampus and a piece of left cortex tissue were removed, flash-frozen on dry ice, and stored at − 80 °C until further processing. The right hippocampus and right cortex were processed (paraffin-embedded) for immunostaining (details below).

### Immunoblotting

Frozen hippocampus samples were lysed in RIPA buffer containing 100 mM KCl, 40 mM Tris HCl, 10 mM Tris base, 5 mM MgCl_2_, 1 mM EDTA, and 1 mM ATP (pH 7.5), phoSTOP phosphatase inhibitors and cOmplete protease inhibitors (ThermoFisher). Sample protein concentration was determined using a BCA kit (ThermoFisher/Pierce), and 20 μg of protein per sample was separated by electrophoresis (Bio-Rad Criterion system), transferred to nitrocellulose membranes (Trans-Blot Turbo, Bio-Rad), and blocked in TBS-T with 5% Bovine Serum Albumin (BSA). Primary antibodies were purchased from ABclonal and included phosphorylated nuclear factor kappa B (p-NF-κB, 1:1000 dilution); nuclear factor kappa B (NF-κB, 1:1000); NLR Family Pyrin Domain Containing 3 (NLRP3, 1:1000); total tau (1:1000); p-tau S396 (1:1000); p-tau T205 (1:1000); Cluster of Differentiation 68 (CD68, 1:1000); Indoleamine 2,3‐dioxygenase 1 (IDO1, 1:1000); Interleukin 17 Receptor E (IL17RE, 1:1000); and Brain-Derived Neurotrophic Factor (BDNF, 1:1000). GAPDH (1:2000) was purchased from Novus Biologicals. Membranes were incubated in primary antibody (TBS-T in 5% BSA) for 24 h at 4°C, followed by HRP-conjugated secondary antibodies (TST-T in 5% milk; 1:5000; Cell Signaling) for 1 h. Membranes were then incubated in ECL, imaged on a ProteinSimple Fluor Chem imaging system, and quantified with ImageJ.

### Cognitive-behavioral and functional testing

Novel Object Recognition: For NOR testing, mice were assessed for short-term memory performance using no habituation phase [91]. Briefly, mice were placed in an opaque arena (50 cm × 50 cm) with two identical objects (tower of Legos) placed 8 cm from each side wall. After an inter-trial interval of two hours, mice were returned to the arena, but one of the old objects was replaced with a new object of similar shape and color (cell culture flask filled with multi-colored sand). Trials ended once 20 s total exploration time was reached, or 10 min had elapsed. If mice were unable to meet the exploration criteria of 20 s or 10 min, they were excluded from the analysis. Recognition index was calculated as novel object exploration time divided by 20 s [91].

Elevated Plus Maze: Elevated Plus Maze testing was performed as previously described [90, 92] and consisted of a cross with four arms (67 cm in length; 2 exposed arms, 2 enclosed arms). Mice were placed in the center of the maze facing an open arm and allowed to freely explore for 5 min. The amount of time in open arms (a measure of anxiety-like behavior) was recorded and analyzed with AnyMaze software.

Grip Strength: The grip strength test was performed as previously described [93]. Mice were tested using the DST-110 Digital Force Gauge (Maze Engineers). A total of 5 trials were performed per mouse and the highest and lowest values were discarded for analysis. The remaining 3 force values were averaged for each mouse. Data are presented as g force/g body weight.

Frailty Testing: Mouse frailty scores were assessed using an established scale [94]. Briefly, trained investigators blindly scored mice on a 31-point scale, which included measurements of health in the following areas: integumentary, physical/musculoskeletal, vestibular/auditory, ocular/nasal, digestive/urogenital, and respiratory systems. Higher scores indicate worse outcomes, while lower scores indicate better outcomes.

### Multiplexed ELISAs

Brain homogenates from all mice were assessed with a 36-plex Procartaplex cytokine/chemokine panel (ThermoFisher) as previously reported [15, 16], which included the following cytokines and chemokines: ENA-78 (CXCL5), Eotaxin (CCL11), GRO-α (CXCL1), IP-10 (CXCL10), MCP-1 (CCL2), MIP-1α (CCL3), MIP-1β (CCL4), MIP-2α (CXCL2), RANTES (CCL5), G-CSF (CSF-3), GM-CSF, IFN-α, IFN-γ, IL-1α, IL-1β, IL-2, IL-3, IL-4, IL-5, IL-6, IL-9, IL-10, IL-12p70, IL-13, IL-15/IL-15R, IL-17A (CTLA-8), IL-18, IL-22, IL-23, IL-27, IL-28, IL-31, LIF, MCP-3 (CCL7), M-CSF, and TNF-α. For systemic effects (Fig. 7), separate individual ELISAs were used. Briefly, 25uL of 10 mg/ml hippocampus, cortex, liver homogenate, or serum was processed using standard ELISA techniques and analyzed on a Luminex MAGPIX xMAP instrument. Standards for each cytokine/chemokine were used with 1:4 dilutions (eightfold dilutions) and background, controls and sample concentrations were determined from a standard curve using Five Parameter Logistic curve fit/quantification.

### Immunohistochemistry and immunofluorescence

Brain and liver tissues were fixed in 10% neutral buffered formalin at room temperature for at least 48 h. Brain samples were processed on a Leica TP1020 Automatic Benchtop Tissue Processor and embedded in paraffin wax (Cancer Diagnostics). For immunohistochemistry analyses of phosphorylated tau, paraffin-embedded tissue was sectioned at 4 µm, deparaffinized, rehydrated, sodium citate treated, and blocked in Tris A/2% donkey serum (Jackson ImmunoResearch), then incubated overnight in the following antibodies: phospho-tau (T181, 1:400 dilution; Invitrogen) and phospho-tau (T231, 1:400; ABClonal). Wash steps were performed using 2% bovine serum albumin and 2% Triton-X in 1 M TBS, and an ABC HRP peroxidase detection kit (Vector Laboratories) and ImmPACT DAB Substrate Peroxidase (HRP) Kit (Vector Laboratories) were used for a chromogen. Slides were counterstained with hematoxylin (ThermoFisher), secured with a coverslip in mounting medium and stored at room temperature until imaging. Whole tissue images were taken on an Olympus BX53 microscope with an Olympus DP70 camera using an Olympus UPlanSApo 20 × objective (N.A. = 0.75). Representative images were taken using an Olympus BX53 microscope with an Olympus DP70 camera using an Olympus UPlanFL N 40 × objective (N.A. = 0.75). To quantify and select the phosphorylation of tau-positive stained cells the manual threshold on the Count and Measure function of Olympus CellSens software (v1.18) was used. For immunofluorescence analyses of GFAP, IBA1 and glial cell process length and branching, sections were incubated overnight in primary antibodies: IBA1 (1:50 dilution; Abcam) and GFAP (1:100; Dako). Slides were washed with TBS and incubated for 1 h in the dark with AlexaFluor 555 or 647 (Invitrogen) secondary antibodies at 1:500 dilution and 2% normal donkey serum, then washed and incubated in Hoechst dye (1:2000; ThermoFisher) for 3 min. Slides were mounted with Prolong Gold Antifade mounting media (ThermoFisher) and stored in the dark at 4 °C prior to imaging. Images were captured using an Olympus BX63 fluorescence microscope equipped with a motorized stage and Hamamatsu ORCA-flash 4.0 LT CCD camera using a 40 × Olympus X-Apochromat air objective (N.A. = 0.80). For astrocyte/microglial process length and number analyses, four regions between the dentate gyrus and CA1-CA3 region of the hippocampus were imaged at 40×. To identify/quantify processes and branches, skeletonization of GFAP+ astrocytes and IBA1+ microglia was performed using IMARIS software as previously described [95] to trace and quantify stained filaments. For histology analyses of liver, tissues were sectioned on a ThermoFisher HM 325–2 microtome at 5 μm thickness and mounted on positively charged glass slides (Superfrost Plus, Cancer Diagnostics). Liver sections were deparaffinized and stained with hematoxylin and eosin (Cancer Diagnostics), and whole tissue images were taken for analysis using an Olympus DP70 camera and an Olympus UPlanSApo 20 × objective. Livers were scored for pathological infiltration of immune cells specifically around the portal triad, and for overall hepatocyte morphology by a trained animal pathologist.

### RNA sequencing and transcriptomic analyses

Transcriptome (RNA-seq) and gene expression analyses were performed on whole hippocampus via methods previously described [89, 90]. Frozen samples (n = 6/group; 3M and 3F) were transferred into Trizol (ThermoFisher) and homogenized on ice (SP Bel-Art ProCulture Micro-Tube Homogenizer System; VWR Scientific). RNA was isolated using an RNA-specific spin column kit (Direct-Zol, Zymo Research) and treated with DNase to remove genomic DNA. Poly(A)-selected libraries were generated using magnetic oligo dT beads (ThermoFisher) and Illumina TruSeq kits. Libraries were sequenced on an Illumina NovaSeq 6000 platform to yield > 40 M 151-bp paired-end FASTQ reads/sample. Reads were trimmed and filtered with the fastp program [96], then aligned to the mm10 *Mus musculus* genome using the STAR aligner [97]. Differential gene expression was analyzed with DESeq2 [98] and genes/transcripts with BaseMean read counts of < 10 were filtered and removed for analyses [99, 100]. Differentially expressed genes were analyzed for gene ontology (GO) enrichment using the Metascape program [101], and heatmaps were constructed with GraphPad Prism software. Deconvolution analyses of bulk RNA-seq data were performed as previously described [88] using a published protocol and R script [58]. Briefly, single-cell RNA-seq data on mouse hippocampus (SMART-seq, 2019; 10x-SMART-seq taxonomy, 2020) were downloaded from the Allen Brain Map portal [102], and cells from the hippocampus, including astrocytes, endothelial cells, microglia, oligodendrocytes and neurons, were sub-setted for analysis. Normalized DESeq2 gene counts for old vs. young mice, old Nanoligomer-treated vs. old, rTg4510 vs. LM Controls, and rTg4510 Nanoligomer-treated vs. rTg4510 comparisons in bulk RNA-seq data were filtered for the top 250 genes by p-value, and then sorted by Log2Fold change. Sorted gene lists were scaled to the single-cell RNA-seq dataset, normalized expression of the same genes in the single-cell dataset was obtained and used for dimensional reduction via principal component analysis and hierarchical clustering/heat mapping to obtain cell-type specific contributions to differences in the bulk RNA-seq comparisons, and cell types associated with each cluster were determined using CellMarker 2.0 [103].

### Statistics

One-way ANOVA with Tukey’s *post-hoc* testing was used to assess differences among groups in protein/cytokine levels and measures of cognitive function, as well as glial cell morphology, and simple linear regression (Pearson correlations) was used to relate cytokine levels to cognitive function data. A non-parametric ANOVA equivalent (Kruskal–Wallis test) was used for small sample sizes with non-normally distributed data. All data were analyzed and presented using GraphPad Prism software. Differentially expressed genes were detected using DESeq2, and genes were sorted by p-value and Log2Fold change to construct volcano plots and heatmaps, respectively. The Metascape program was used for GO and TRRUST analyses [101].

### Supplementary Information

Additional file 1:** Figure S1.** Nanoligomers targeting NF-κB and NLRP3 increase grip strength in old wildtype mice and have no adverse effects on overall physical health/frailty. Left: Forelimb grip strength in young, old and old Nanoligomer-treated wildtype mice, as well as littermate (LM) controls, rTg4510 tauopathy and rTg4510 Nanoligomer-treated mice. Right: Frailty Index in the same animals. N = 6–11/group; *p < 0.05. **Figure S2.** Nanoligomers targeting NF-κB and NLRP3 reverse age- and tauopathy-related increases in many cytokines in the brain. Multiplex ELISA analyses of prefrontal cortex tissue from young, old and old Nanoligomer-treated wildtype mice, as well as littermate (LM) controls, rTg4510 tauopathy and rTg4510 Nanoligomer-treated mice. N = 6–11/group; *p < 0.05 vs. young/LM; ^#^p < 0.05 vs. old/rTg4510; red lines represent limit of detection. **Figure S3.** Nanoligomers targeting NF-κB and NLRP3 modulate glial cell morphology in old mice. Representative images from Fig. 5 (left in each panel) and corresponding images (right in each panel) showing skeletonization (white lines) for assessing morphology in **A** astrocytes stained for GFAP and **B** microglia stained for IBA1. **Figure S4.** Immunoblotting confirmation of hits in RNA-seq data. Raw immunoblots and quantifications showing protein levels that track with RNA-seq gene expression levels for Indoleamine 2,3‐dioxygenase 1 (IDO1) and Interleukin 17 Receptor E (IL17RE), both of which have also been linked with differences in cognitive function, in young, old and old Nanoligomer-treated wildtype mice, as well as littermate (LM) controls, rTg4510 tauopathy and rTg4510 Nanoligomer-treated mice. *p < 0.05; **p < 0.01. Note: same blot/GAPDH loading controls as in Fig. 7.

Additional file 2.

## Data Availability

The RNA-seq data generated in this study are available on the Gene Expression Omnibus website under accession number GSE251888. All additional data are included in the data supplement, and raw data will be made available upon request to the corresponding author (T.J.L).

## References

[1] Xia X, et al. Aging and Alzheimer’s disease: comparison and associations from molecular to system level. Aging Cell. 2018;17(5): e12802.29963744 10.1111/acel.12802PMC6156542

[2] Wyss-Coray T. Ageing, neurodegeneration and brain rejuvenation. Nature. 2016;539(7628):180–6.27830812 10.1038/nature20411PMC5172605

[3] Heneka MT, Kummer MP, Latz E. Innate immune activation in neurodegenerative disease. Nat Rev Immunol. 2014;14(7):463–77.24962261 10.1038/nri3705

[4] Metcalfe MJ, Figueiredo-Pereira ME. Relationship between tau pathology and neuroinflammation in Alzheimer’s disease. Mt Sinai J Med. 2010;77(1):50–8.20101714 10.1002/msj.20163PMC2904237

[5] Andronie-Cioara FL, et al. Molecular mechanisms of neuroinflammation in Aging and Alzheimer’s disease progression. Int J Mol Sci. 2023;24(3):1869.36768235 10.3390/ijms24031869PMC9915182

[6] Youm YH, et al. Canonical Nlrp3 inflammasome links systemic low-grade inflammation to functional decline in aging. Cell Metab. 2013;18(4):519–32.24093676 10.1016/j.cmet.2013.09.010PMC4017327

[7] Walker KA, et al. Connecting aging biology and inflammation in the omics era. J Clin Invest. 2022;132(14):158448.10.1172/JCI158448PMC928293635838044

[8] Mattson MP, Meffert MK. Roles for NF-κB in nerve cell survival, plasticity, and disease. Cell Death Differ. 2006;13(5):852–60.16397579 10.1038/sj.cdd.4401837

[9] Dempsey C, et al. Inhibiting the NLRP3 inflammasome with MCC950 promotes non-phlogistic clearance of amyloid-β and cognitive function in APP/PS1 mice. Brain Behav Immun. 2017;61:306–16.28003153 10.1016/j.bbi.2016.12.014

[10] Jha NK, et al. Nuclear factor-kappa β as a therapeutic target for Alzheimer’s disease. J Neurochem. 2019;150(2):113–37.30802950 10.1111/jnc.14687

[11] Lindsay A, Hickman D, Srinivasan M. A nuclear factor-kappa B inhibiting peptide suppresses innate immune receptors and gliosis in a transgenic mouse model of Alzheimer’s disease. Biomed Pharmacother. 2021;138: 111405.33756153 10.1016/j.biopha.2021.111405

[12] Kennedy CR, et al. A probe for NLRP3 inflammasome inhibitor MCC950 identifies carbonic anhydrase 2 as a novel target. ACS Chem Biol. 2021;16(6):982–90.34003636 10.1021/acschembio.1c00218PMC8218299

[13] McCollum CR, et al. Safety and biodistribution of nanoligomers targeting the SARS-CoV-2 genome for the treatment of COVID-19. ACS Biomater Sci Eng. 2023;9(3):1656–71.36853144 10.1021/acsbiomaterials.2c00669

[14] McCollum CR, et al. Nanoligomers targeting human miRNA for the treatment of severe COVID-19 are safe and nontoxic in mice. ACS Biomater Sci Eng. 2022;8(7):3087–106.35729709 10.1021/acsbiomaterials.2c00510

[15] Courtney CM, et al. Reversing radiation-induced immunosuppression using a new therapeutic modality. Life Sci Space Res. 2022;35:127–39.10.1016/j.lssr.2022.05.00236336358

[16] Sharma S, et al. Identifying an optimal neuroinflammation treatment using a nanoligomer discovery engine. ACS Chem Neurosci. 2022;13(23):3247–56.36410860 10.1021/acschemneuro.2c00365

[17] McDonald JT, et al. Role of miR-2392 in driving SARS-CoV-2 infection. Cell Rep. 2021;37(3): 109839.34624208 10.1016/j.celrep.2021.109839PMC8481092

[18] Risen SJ, et al. Targeting neuroinflammation by pharmacologic downregulation of inflammatory pathways is neuroprotective in protein misfolding disorders. ACS Chem Neurosci. 2024;15(7):1533–47.38507813 10.1021/acschemneuro.3c00846

[19] Sharma S, et al. Targeted-neuroinflammation mitigation using inflammasome-inhibiting nanoligomers is therapeutic in an experimental autoimmune encephalomyelitis mouse model. ACS Chem Neurosci. 2024;15(7):1596–608.38526238 10.1021/acschemneuro.4c00024

[20] Risen S, et al. Large- and small-animal studies of safety, pharmacokinetics, and biodistribution of inflammasome-targeting nanoligomer in the brain and other target organs. ACS Pharmacol Transl Sci. 2024. 10.1021/acsptsci.4c00068.10.1021/acsptsci.4c00068PMC1155550539539269

[21] Bauernfeind FG, et al. Cutting edge: NF-kappaB activating pattern recognition and cytokine receptors license NLRP3 inflammasome activation by regulating NLRP3 expression. J Immunol. 2009;183(2):787–91.19570822 10.4049/jimmunol.0901363PMC2824855

[22] Liu T, et al. NF-κB signaling in inflammation. Signal Transduct Target Ther. 2017;2:17023.29158945 10.1038/sigtrans.2017.23PMC5661633

[23] Shih RH, Wang CY, Yang CM. NF-kappaB signaling pathways in neurological inflammation: a mini review. Front Mol Neurosci. 2015;8:77.26733801 10.3389/fnmol.2015.00077PMC4683208

[24] Gao C, et al. Microglia in neurodegenerative diseases: mechanism and potential therapeutic targets. Signal Transduct Target Ther. 2023;8(1):359.37735487 10.1038/s41392-023-01588-0PMC10514343

[25] Datusalia AK, Sharma SS. NF-κB inhibition resolves cognitive deficits in experimental type 2 diabetes mellitus through CREB and glutamate/GABA neurotransmitters pathway. Curr Neurovasc Res. 2016;13(1):22–32.26517200 10.2174/1567202612666151030104810

[26] Saggu R, et al. Astroglial NF-kB contributes to white matter damage and cognitive impairment in a mouse model of vascular dementia. Acta Neuropathol Commun. 2016;4(1):76.27487766 10.1186/s40478-016-0350-3PMC4973061

[27] Bettio LEB, Rajendran L, Gil-Mohapel J. The effects of aging in the hippocampus and cognitive decline. Neurosci Biobehav Rev. 2017;79:66–86.28476525 10.1016/j.neubiorev.2017.04.030

[28] Jiang S, et al. Proteopathic tau primes and activates interleukin-1β via myeloid-cell-specific MyD88- and NLRP3-ASC-inflammasome pathway. Cell Rep. 2021;36(12): 109720.34551296 10.1016/j.celrep.2021.109720PMC8491766

[29] Di J, et al. Abnormal tau induces cognitive impairment through two different mechanisms: synaptic dysfunction and neuronal loss. Sci Rep. 2016;6(1):20833.26888634 10.1038/srep20833PMC4757872

[30] Jiang R, et al. Associations between grip strength, brain structure, and mental health in > 40,000 participants from the UK Biobank. BMC Med. 2022;20(1):286.36076200 10.1186/s12916-022-02490-2PMC9461129

[31] Fabrício DM, Chagas MHN, Diniz BS. Frailty and cognitive decline. Transl Res. 2020;221:58–64.32045578 10.1016/j.trsl.2020.01.002

[32] Liu T, et al. NF-κB signaling in inflammation. Signal Transduct Target Ther. 2017;2(1):17023.29158945 10.1038/sigtrans.2017.23PMC5661633

[33] Flores-Aguilar L, et al. Cognitive and brain cytokine profile of non-demented individuals with cerebral amyloid-beta deposition. J Neuroinflammation. 2021;18(1):147.34218796 10.1186/s12974-021-02169-0PMC8254948

[34] Bhaskar K, et al. Pathological tau activates nuclear factor-kappa B (NF-κB) and drives neuroinflammation. Alzheimers Dement. 2022;18(S4): e069386.10.1002/alz.069386

[35] Stancu IC, et al. Aggregated Tau activates NLRP3-ASC inflammasome exacerbating exogenously seeded and non-exogenously seeded Tau pathology in vivo. Acta Neuropathol. 2019;137(4):599–617.30721409 10.1007/s00401-018-01957-yPMC6426830

[36] Van Zeller M, et al. NLRP3 inflammasome: a starring role in amyloid-beta- and tau-driven pathological events in Alzheimer’s disease. J Alzheimers Dis. 2021;83(3):939–61.34366341 10.3233/JAD-210268PMC8543248

[37] Wang C, et al. Microglial NF-κB drives tau spreading and toxicity in a mouse model of tauopathy. Nat Commun. 2022;13(1):1969.35413950 10.1038/s41467-022-29552-6PMC9005658

[38] Sydow A, et al. Tau-induced defects in synaptic plasticity, learning, and memory are reversible in transgenic mice after switching off the toxic Tau mutant. J Neurosci. 2011;31(7):2511–25.21325519 10.1523/JNEUROSCI.5245-10.2011PMC6623704

[39] Suárez-Calvet M, et al. Novel tau biomarkers phosphorylated at T181, T217 or T231 rise in the initial stages of the preclinical Alzheimer’s continuum when only subtle changes in Aβ pathology are detected. EMBO Mol Med. 2020;12(12): e12921.33169916 10.15252/emmm.202012921PMC7721364

[40] Lilek J, et al. Accumulation of pTau231 at the postsynaptic density in early Alzheimer’s disease. J Alzheimers Dis. 2023;92(1):241–60.36744338 10.3233/JAD-220848PMC10041451

[41] Song L, et al. Analysis of tau post-translational modifications in rTg4510 mice, a model of tau pathology. Mol Neurodegener. 2015;10:14.25881209 10.1186/s13024-015-0011-1PMC4391670

[42] Bennett RE, et al. Enhanced Tau aggregation in the presence of amyloid β. Am J Pathol. 2017;187(7):1601–12.28500862 10.1016/j.ajpath.2017.03.011PMC5500829

[43] Yu Y, et al. The role of glial cells in synaptic dysfunction: insights into Alzheimer’s disease mechanisms. Aging Dis. 2023. 10.14336/AD.2023.0718.37548934 10.14336/AD.2023.0718PMC10917533

[44] Deng Q, et al. Microglia and astrocytes in Alzheimer’s disease: significance and summary of recent advances. Aging Dis. 2023. 10.14336/AD.2023.0907.37815901 10.14336/AD.2023.0907PMC11272214

[45] Niraula A, Sheridan JF, Godbout JP. Microglia priming with aging and stress. Neuropsychopharmacology. 2017;42(1):318–33.27604565 10.1038/npp.2016.185PMC5143497

[46] Streit WJ, Walter SA, Pennell NA. Reactive microgliosis. Prog Neurobiol. 1999;57(6):563–81.10221782 10.1016/S0301-0082(98)00069-0

[47] Rodríguez-Callejas JD, Fuchs E, Perez-Cruz C. Atrophic astrocytes in aged marmosets present tau hyperphosphorylation, RNA oxidation, and DNA fragmentation. Neurobiol Aging. 2023;129:121–36.37302213 10.1016/j.neurobiolaging.2023.04.010

[48] Godeanu S, et al. Microglial morphology in the somatosensory cortex across lifespan. A quantitative study. Dev Dyn. 2023;252(8):1113–29.36883224 10.1002/dvdy.582

[49] Clarke LE, et al. Normal aging induces A1-like astrocyte reactivity. Proc Natl Acad Sci USA. 2018;115(8):E1896–905.29437957 10.1073/pnas.1800165115PMC5828643

[50] Liddelow SA, Barres BA. Reactive astrocytes: production, function, and therapeutic potential. Immunity. 2017;46(6):957–67.28636962 10.1016/j.immuni.2017.06.006

[51] Bondi H, et al. Complex and regional-specific changes in the morphological complexity of GFAP+ astrocytes in middle-aged mice. Neurobiol Aging. 2021;100:59–71.33493951 10.1016/j.neurobiolaging.2020.12.018

[52] Popov A, et al. Astrocyte dystrophy in ageing brain parallels impaired synaptic plasticity. Aging Cell. 2021;20(3): e13334.33675569 10.1111/acel.13334PMC7963330

[53] Ham S, Lee SV. Advances in transcriptome analysis of human brain aging. Exp Mol Med. 2020;52(11):1787–97.33244150 10.1038/s12276-020-00522-6PMC8080664

[54] Wu M, et al. S100A8/A9 induces microglia activation and promotes the apoptosis of oligodendrocyte precursor cells by activating the NF-κB signaling pathway. Brain Res Bull. 2018;143:234–45.30266587 10.1016/j.brainresbull.2018.09.014

[55] Liu Y, et al. Activation of the IL-17/TRAF6/NF-κB pathway is implicated in Aβ-induced neurotoxicity. BMC Neurosci. 2023;24(1):14.36823558 10.1186/s12868-023-00782-8PMC9951515

[56] Brigas HC, et al. IL-17 triggers the onset of cognitive and synaptic deficits in early stages of Alzheimer’s disease. Cell Rep. 2021;36(9): 109574.34469732 10.1016/j.celrep.2021.109574

[57] Kovacs GG. Chapter 25—tauopathies. In: Kovacs GG, Alafuzoff I, editors. Handbook of clinical neurology. Amsterdam: Elsevier; 2018. p. 355–68.

[58] Marquez-Galera A, de la Prida LM, Lopez-Atalaya JP. A protocol to extract cell-type-specific signatures from differentially expressed genes in bulk-tissue RNA-seq. STAR Protoc. 2022;3(1): 101121.35118429 10.1016/j.xpro.2022.101121PMC8792262

[59] Jurga AM, Paleczna M, Kuter KZ. Overview of general and discriminating markers of differential microglia phenotypes. Front Cell Neurosci. 2020;14:198.32848611 10.3389/fncel.2020.00198PMC7424058

[60] Bathina S, Das UN. Brain-derived neurotrophic factor and its clinical implications. Arch Med Sci. 2015;11(6):1164–78.26788077 10.5114/aoms.2015.56342PMC4697050

[61] Sivamaruthi BS, et al. NF-κB pathway and its inhibitors: a promising frontier in the management of Alzheimer’s disease. Biomedicines. 2023;11(9):2587.37761028 10.3390/biomedicines11092587PMC10526355

[62] Fisher K, Vuppalanchi R, Saxena R. Drug-induced liver injury. Arch Pathol Lab Med. 2015;139(7):876–87.26125428 10.5858/arpa.2014-0214-RA

[63] Hunt NJ, et al. Targeting the liver in dementia and cognitive impairment: dietary macronutrients and diabetic therapeutics. Adv Drug Deliv Rev. 2022;190: 114537.36115494 10.1016/j.addr.2022.114537PMC10125004

[64] Baggiolini M, et al. The polymorphonuclear leukocyte. Agents Actions. 1978;8(1–2):3–10.345782 10.1007/BF01972395

[65] Hill CM, et al. FGF21 is required for protein restriction to extend lifespan and improve metabolic health in male mice. Nat Commun. 2022;13(1):1897.35393401 10.1038/s41467-022-29499-8PMC8991228

[66] Zhang Y, et al. The starvation hormone, fibroblast growth factor-21, extends lifespan in mice. Elife. 2012;1: e00065.23066506 10.7554/eLife.00065PMC3466591

[67] Wahl D, Cavalier AN, LaRocca TJ. Novel strategies for healthy brain aging. Exerc Sport Sci Rev. 2021;49(2):115–25.33739944 10.1249/JES.0000000000000242PMC7967995

[68] Carson MJ, Thrash JC, Walter B. The cellular response in neuroinflammation: the role of leukocytes, microglia and astrocytes in neuronal death and survival. Clin Neurosci Res. 2006;6(5):237–45.19169437 10.1016/j.cnr.2006.09.004PMC2630233

[69] Heneka MT, et al. Neuroinflammation in Alzheimer’s disease. Lancet Neurol. 2015;14(4):388–405.25792098 10.1016/S1474-4422(15)70016-5PMC5909703

[70] Afonina IS, et al. Limiting inflammation-the negative regulation of NF-κB and the NLRP3 inflammasome. Nat Immunol. 2017;18(8):861–9.28722711 10.1038/ni.3772

[71] Kelley N, et al. The NLRP3 inflammasome: an overview of mechanisms of activation and regulation. Int J Mol Sci. 2019;20(13):3328.31284572 10.3390/ijms20133328PMC6651423

[72] Sun E, et al. The pivotal role of NF-kB in the pathogenesis and therapeutics of Alzheimer’s disease. Int J Mol Sci. 2022;23(16):8972.36012242 10.3390/ijms23168972PMC9408758

[73] Li J, et al. Protection of MCC950 against Alzheimer’s disease via inhibiting neuronal pyroptosis in SAMP8 mice. Exp Brain Res. 2020;238(11):2603–14.32892233 10.1007/s00221-020-05916-6

[74] Kwak YT, Yang Y, Koo MS. Anxiety in dementia. Dement Neurocogn Disord. 2017;16(2):33–9.30906368 10.12779/dnd.2017.16.2.33PMC6427954

[75] Corey-Bloom J. The ABC of Alzheimer’s disease: cognitive changes and their management in Alzheimer’s disease and related dementias. Int Psychogeriatr. 2002;14(Suppl 1):51–75.12636180 10.1017/S1041610203008664

[76] Kumar A. Editorial: neuroinflammation and cognition. Front Aging Neurosci. 2018;10:413.30618719 10.3389/fnagi.2018.00413PMC6297877

[77] Cheng C, et al. Targeting neuroinflammation as a preventive and therapeutic approach for perioperative neurocognitive disorders. J Neuroinflammation. 2022;19(1):297.36503642 10.1186/s12974-022-02656-yPMC9743533

[78] Richwine AF, et al. Cognitive deficits in interleukin-10-deficient mice after peripheral injection of lipopolysaccharide. Brain Behav Immun. 2009;23(6):794–802.19272439 10.1016/j.bbi.2009.02.020PMC2881543

[79] Sanchez-Molina P, et al. Chronic IL-10 overproduction disrupts microglia-neuron dialogue similar to aging, resulting in impaired hippocampal neurogenesis and spatial memory. Brain Behav Immun. 2022;101:231–45.34990747 10.1016/j.bbi.2021.12.026

[80] Chen Y, Yu Y. Tau and neuroinflammation in Alzheimer’s disease: interplay mechanisms and clinical translation. J Neuroinflammation. 2023;20(1):165.37452321 10.1186/s12974-023-02853-3PMC10349496

[81] Kwon HS, Koh SH. Neuroinflammation in neurodegenerative disorders: the roles of microglia and astrocytes. Transl Neurodegener. 2020;9(1):42.33239064 10.1186/s40035-020-00221-2PMC7689983

[82] Miao J, et al. Microglia in Alzheimer’s disease: pathogenesis, mechanisms, and therapeutic potentials. Front Aging Neurosci. 2023;15:1201982.37396657 10.3389/fnagi.2023.1201982PMC10309009

[83] Cai Z, Yan Y, Wang Y. Minocycline alleviates beta-amyloid protein and tau pathology via restraining neuroinflammation induced by diabetic metabolic disorder. Clin Interven Aging. 2013;8:1089–95.10.2147/CIA.S46536PMC374981723983461

[84] Yoshiyama Y, et al. Anti-inflammatory action of donepezil ameliorates Tau pathology, synaptic loss, and neurodegeneration in a tauopathy mouse model. J Alzheimers Dis. 2010;22:295–306.20847440 10.3233/JAD-2010-100681

[85] Pascoal TA, et al. Microglial activation and tau propagate jointly across Braak stages. Nat Med. 2021;27(9):1592–9.34446931 10.1038/s41591-021-01456-w

[86] Gamache J, et al. Factors other than hTau overexpression that contribute to tauopathy-like phenotype in rTg4510 mice. Nat Commun. 2019;10(1):2479.31171783 10.1038/s41467-019-10428-1PMC6554306

[87] Saha P, Sen N. Tauopathy: a common mechanism for neurodegeneration and brain aging. Mech Ageing Dev. 2019;178:72–9.30668956 10.1016/j.mad.2019.01.007PMC6377302

[88] Cavalier AN, et al. Protective effects of apigenin on the brain transcriptome with aging. Mech Ageing Dev. 2023;217:111889.38007051 10.1016/j.mad.2023.111889PMC10843586

[89] Wahl D, et al. Nontransgenic guinea pig strains exhibit hallmarks of human brain aging and Alzheimer’s disease. J Gerontol A Biol Sci Med Sci. 2022;77(9):1766–74.35323931 10.1093/gerona/glac073PMC9434446

[90] Wahl D, et al. The reverse transcriptase inhibitor 3TC protects against age-related cognitive dysfunction. Aging Cell. 2023;22(5): e13798.36949552 10.1111/acel.13798PMC10186603

[91] Leger M, et al. Object recognition test in mice. Nat Protoc. 2013;8(12):2531–7.24263092 10.1038/nprot.2013.155

[92] Okun E, et al. Toll-like receptor 3 inhibits memory retention and constrains adult hippocampal neurogenesis. Proc Natl Acad Sci USA. 2010;107(35):15625–30.20713712 10.1073/pnas.1005807107PMC2932590

[93] Bernier M, et al. Age-dependent impact of two exercise training regimens on genomic and metabolic remodeling in skeletal muscle and liver of male mice. NPJ Aging. 2022;8(1):8.35927269 10.1038/s41514-022-00089-8PMC9237062

[94] Whitehead JC, et al. A clinical frailty index in aging mice: comparisons with frailty index data in humans. J Gerontol A Biol Sci Med Sci. 2014;69(6):621–32.24051346 10.1093/gerona/glt136PMC4022099

[95] Hay AJD, et al. Intranasally delivered mesenchymal stromal cells decrease glial inflammation early in prion disease. Front Neurosci. 2023;17:1158408.37250395 10.3389/fnins.2023.1158408PMC10213210

[96] Chen S, et al. fastp: an ultra-fast all-in-one FASTQ preprocessor. Bioinformatics. 2018;34(17):i884–90.30423086 10.1093/bioinformatics/bty560PMC6129281

[97] Dobin A, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29(1):15–21.23104886 10.1093/bioinformatics/bts635PMC3530905

[98] Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):550.25516281 10.1186/s13059-014-0550-8PMC4302049

[99] Bourgon R, Gentleman R, Huber W. Independent filtering increases detection power for high-throughput experiments. Proc Natl Acad Sci USA. 2010;107(21):9546–51.20460310 10.1073/pnas.0914005107PMC2906865

[100] Law CW, et al. RNA-seq analysis is easy as 1–2–3 with limma, Glimma and edgeR. F1000Res. 2016;5:1408.10.12688/f1000research.9005.1PMC493782127441086

[101] Zhou Y, et al. Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. Nat Commun. 2019;10(1):1523.30944313 10.1038/s41467-019-09234-6PMC6447622

[102] Yao Z, et al. A taxonomy of transcriptomic cell types across the isocortex and hippocampal formation. Cell. 2021;184(12):3222-3241.e26.34004146 10.1016/j.cell.2021.04.021PMC8195859

[103] Hu C, et al. Cell Marker 2.0: an updated database of manually curated cell markers in human/mouse and web tools based on scRNA-seq data. Nucleic Acids Res. 2023;51(D1):870–6.36300619 10.1093/nar/gkac947PMC9825416

# Supplementary material for: Nanoligomers targeting NF-κB and NLRP3 reduce neuroinflammation and improve cognitive function with aging and tauopathy
**Source:** J Neuroinflammation. 2024 Jul 27;21:182. doi: 10.1186/s12974-024-03182-9
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Nanoligomers targeting NF-κB and NLRP3 increase grip strength in old wildtype mice and have no adverse effects on overall physical health/frailty. Left: Forelimb grip strength in young, old and old Nanoligomer-treated wildtype mice, as well as littermate (LM) controls, rTg4510 tauopathy and rTg4510 Nanoligomer-treated mice. Right: Frailty Index in the same animals. N = 6–11/group; *p < 0.05. Figure S2. Nanoligomers targeting NF-κB and NLRP3 reverse age- and tauopathy-related increases in many cytokines in the brain. Multiplex ELISA analyses of prefrontal cortex tissue from young, old and old Nanoligomer-treated wildtype mice, as well as littermate (LM) controls, rTg4510 tauopathy and rTg4510 Nanoligomer-treated mice. N = 6–11/group; *p < 0.05 vs. young/LM; #p < 0.05 vs. old/rTg4510; red lines represent limit of detection. Figure S3. Nanoligomers targeting NF-κB and NLRP3 modulate glial cell morphology in old mice. Representative images from Fig. 5 (left in each panel) and corresponding images (right in each panel) showing skeletonization (white lines) for assessing morphology in A astrocytes stained for GFAP and B microglia stained for IBA1. Figure S4. Immunoblotting confirmation of hits in RNA-seq data. Raw immunoblots and quantifications showing protein levels that track with RNA-seq gene expression levels for Indoleamine 2,3‐dioxygenase 1 (IDO1) and Interleukin 17 Receptor E (IL17RE), both of which have also been linked with differences in cognitive function, in young, old and old Nanoligomer-treated wildtype mice, as well as littermate (LM) controls, rTg4510 tauopathy and rTg4510 Nanoligomer-treated mice. *p < 0.05; **p < 0.01. Note: same blot/GAPDH loading controls as in Fig. 7.

**Supplementary Figures**

**
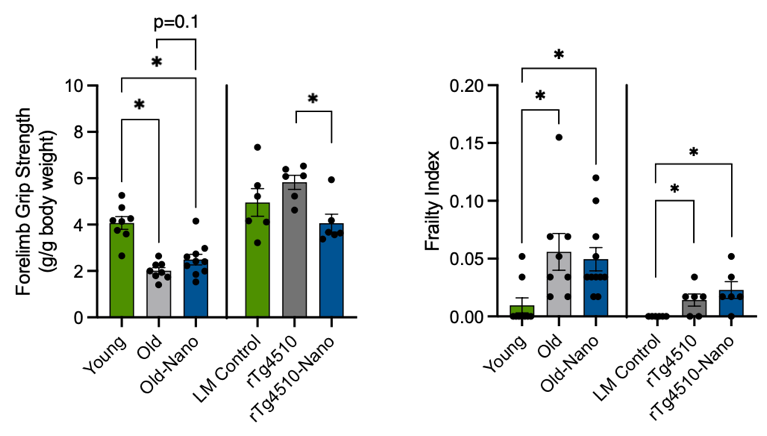
**

**Figure S1. Nanoligomers targeting NF-κB and NLRP3 increase grip strength in old wildtype mice and have no adverse effects on overall physical health/frailty.** Left: Forelimb grip strength in young, old and old Nanoligomer-treated wildtype mice, as well as littermate (LM) controls, rTg4510 tauopathy and rTg4510 Nanoligomer-treated mice. Right: Frailty Index in the same animals. N = 6-11/group; *p < 0.05.

**Figure S2. Nanoligomers targeting NF-κB and NLRP3 reverse age- and tauopathy-related increases in many cytokines in the brain.** Multiplex ELISA analyses of prefrontal cortex tissue from young, old and old Nanoligomer-treated wildtype mice, as well as littermate (LM) controls, rTg4510 tauopathy and rTg4510 Nanoligomer-treated mice. N = 6-11/group; *p < 0.05 vs. young/LM; ^#^p < 0.05 vs. old/rTg4510; red lines represent limit of detection.

**Figure S3. Nanoligomers targeting NF-κB and NLRP3 modulate glial cell morphology in old mice.** Representative images from Figure 5 (left in each panel) and corresponding images (right in each panel) showing skeletonization (white lines) for assessing morphology in **(A)** astrocytes stained for GFAP and **(B)** microglia stained for IBA1.

**Figure S4. Immunoblotting confirmation of hits in RNA-seq data.**

Raw immunoblots and quantifications showing protein levels that track with RNA-seq gene expression levels for Indoleamine 2,3‐dioxygenase 1 (IDO1) and Interleukin 17 Receptor E (IL17RE), both of which have also been linked with differences in cognitive function, in young, old and old Nanoligomer-treated wildtype mice, as well as littermate (LM) controls, rTg4510 tauopathy and rTg4510 Nanoligomer-treated mice. *p < 0.05; **p < 0.01. Note: same blot/GAPDH loading controls as in Figure 7.

How the deposited data were processed for this re-analysis (not part of the article)

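The series holds RNA-seq of whole mouse hippocampus from 6 groups, young, old and treated old mice, and littermate control, rTg4510 and treated rTg4510 mice. The counts are those the authors deposited: whole numbers per gene symbol for 24411 genes in 24 libraries, made from poly(A)-selected libraries trimmed with fastp and aligned with STAR to mm10. The program that assigned reads to genes, the strand setting and the versions of these tools are not given in the sources used here. Of the 24 columns, 1 pair is identical (rTg4510 M2 and M3), so 23 distinct libraries were used. In 27 gene names a date stands in place of the symbol, and these could not be named. Coordinates came from an annotation of GRCm38, in which 23309 of 24409 names were found once.

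Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9. Each pair of groups was fitted on its own, over genes with a mean TMM-normalized count of at least 10, which follows the filter in the paper's methods. The edgeR quasi-likelihood test (robust, two-sided) was used with a Benjamini-Hochberg threshold of 0.05, as the methods name no threshold. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Log2 CPM per library used a prior count of 2.

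Gene lists, 52 in number, were written before the counts were examined, and those with at least 5 tested genes were tested with camera on voom values at a preset correlation of 0.01, with an estimated correlation and with fry beside it. The paper's supplementary tables had been seen by then, and the lists of choroid plexus, hepatocyte, pituitary, muscle and fat, clustered protocadherin and neurogenesis genes were added because members of them stood in those tables. A further 2 lists, for olfactory bulb and hypothalamus, were written after the counts were seen.

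Genes named in the text follow a rule set before the counts were examined. They are the genes the paper names, up to 10 higher and 10 lower genes per comparison with the largest log2 fold change among those past the threshold (mean count at least 50, no overlap between groups), up to 4 members of each list described, and, where a comparison has fewer than 10 calls, all of these and the 5 with the smallest p. Their values in the paper's supplementary tables had been seen. Single members of the shared lists were chosen after their values were seen.

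For the transcripts most increased or decreased in each model, the 1000 with the largest log2 fold change were taken, and the share with the opposite sign under treatment was set against 3 references. These were all divisions of the untreated and treated libraries into groups of the same size, 20 data sets simulated with no change in any group, and contrasts in which no untreated library was used in both. In the simulated data each gene was drawn independently, whereas real genes vary together. With 3 distinct rTg4510 libraries, the untreated libraries of that model were divided into 1 and 2. Overlaps between models were set against divisions of the aging libraries.

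Alternatives tried were DESeq2 size factors, the DESeq2 Wald test, other filters on low counts, sex as a covariate, the 3 groups of a model fitted together, choroid plexus and hepatocyte scores as covariates, a block by shared replicate number, each replicate left out, and shorter or p-ranked top lists. Genes that follow the tissue scores are those with r over 0.8 with the choroid plexus or hepatocyte score across the libraries of a model. They were left out of the top lists as planned. Leaving them out of the counts of changed genes and of the mean of the insertion-site genes was added after the data were examined. Also added then were both identical columns kept, the division of rTg4510 libraries into 1 and 2, and libraries with markers of other brain regions left out (old M1, young M4 and rTg4510-Nano M2).

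The procedure was tested on simulated data with the spread and depth of each comparison. It found 38.0% to 60.0% of genes changed 2-fold and 68.4% to 89.8% of genes changed 4-fold, with 3 to 11 false calls per comparison. At a median of 24018290 counts per library, counting error limits genes near 0.5 CPM, such as S100a8, Il17re and Ido1, more than others. The gene ontology analysis and the deconvolution against single cells were not repeated, and marker lists were used for cell types. Reads, immunoblots and behaviour were not analysed here.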

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

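The interaction of treatment with model, the count of choroid plexus markers more than 4-fold higher, the covariance as a test of its source and over divisions of the libraries, both tests of Ido1 and the divisions of libraries for counts of genes and lists were chosen only after the result was seen, while the correlation of Il17re, sex as a covariate, each replicate left out and the covariance without genes that follow the tissue scores had been set before. Libraries that stood apart from the other 3 of their group were found in 16 of 335 groups examined, and chance alone marks about 1 in 20 groups. The values are log2 CPM, or the mean log2 CPM of a marker list.

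In old M1, Ido1 was the highest of its group at 2.58 and Mapt the lowest at 9.11. The same library was the highest for neuropeptides and hormones at 2.76, neurogenesis at 3.92, striatum at 6.58, olfactory bulb at 4.77 and hypothalamus at -1.31. Young M4 was the highest for olfactory bulb at 6.85 and hypothalamus at -1.13, and the lowest for CA pyramidal cells at 2.95. Young F4 was the highest for pituitary at -0.80, and old F3 the lowest for clustered protocadherins at 3.11. LM M1 was the highest for S100a8 at -1.61, and LM F2 the highest for the NF-κB pathway at 3.91. In rTg4510-Nano mice, M2 was the lowest for the cytokines of the study's panel at -2.13, and F1 the lowest for ribosomal proteins at 7.19.

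The effect of treatment differed between old and rTg4510 mice for 22 of 15385 genes (interaction term in edgeR, adjusted p under 0.05). All 22 had the more negative effect in rTg4510 mice, and 11 were choroid plexus markers. All 22 followed the choroid plexus or hepatocyte score at r over 0.8, as does a gene raised in untreated rTg4510 mice whatever the cause. Ttr differed by 8.56 (adjusted p = 0.0404), and Il17re by 3.49 (standard error 0.99, adjusted p = 0.491).

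Choroid plexus markers, which the paper does not discuss, had a median log2 fold change of 5.75 in rTg4510 mice. All 25 list genes were more than 4-fold higher, with levels that correlate across genes at 0.988 to 0.993 between rTg4510 libraries (genes are not independent replicates), which is consistent with choroid plexus tissue in the 3 distinct untreated libraries of the group. Without genes that follow the tissue scores, the covariance of the log2 fold changes with tauopathy and with treatment was -0.0759, against -0.231 with all genes and -0.0754 (SD 0.00478) in data simulated with no change in any group, but the choroid plexus score parts the untreated rTg4510 libraries from all others, so this filter removes genes that differ between these groups whatever the cause, and choroid plexus tissue and an effect of tauopathy and treatment as the source of the opposite changes cannot be told apart. For Il17re, Pearson r with the choroid plexus score over the 20 other libraries was 0.123 (permutation p = 0.605; rho = 0.111, permutation p = 0.639; r = 0.135 without the 2 libraries farthest from the median, -0.0642 over 12 aging and 0.341 over 8 tauopathy libraries), below the bound of 0.2 set beforehand against this source; a rule added after r was seen sets that bound aside, because Il17re had 0 to 17 counts there (median 6.5) and the 95% interval of r is -0.338 to 0.536, so Il17re from choroid plexus tissue and Il17re from the hippocampus cannot be told apart. The covariance of -0.231 is itself not beyond regrouping of the libraries, as 5 of 35 divisions of the untreated and treated rTg4510 libraries were as low (exact one-sided p = 0.143, mean of the other divisions -0.131). An effect of tauopathy on the choroid plexus itself stays open and was not tested.

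Ido1 was detected mainly in old M1. That library was the highest of all 23 for 10 of 11 other striatum markers, which is consistent with tissue from the striatum in it. Without it, the log2 fold change of Ido1 with age was -0.32 (standard error 1.08, unadjusted p = 0.774 from edgeR). With a spread that wide, an effect of age on Ido1 and its absence cannot be told apart from these counts. The paper also reports immunoblots in which IDO1 and IL17RE protein followed the RNA (Figure S4), which were not analysed here.

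Divisions of the same libraries into groups of the same size, 35 per comparison, show how often regrouping gave counts as large. The real division is 1 of the 35, and the test was chosen after the result was seen, so by itself it cannot exclude chance. For the genes changed in rTg4510 mice, only the real division was as large (123, and at most 4 in any other). Without LM F2 or LM M2, edgeR called 0 genes in that comparison. With treatment in rTg4510 mice, too, only the real division was as large, by a margin of 1 gene (8, and at most 7). There edgeR called 0 genes with sex as a covariate, without rTg4510 M2 and without any 1 treated library. Other divisions were as large for old against young mice (2, and at most 4, with 2 as large, the real one among them). So they were for Old-Nano against young mice (1, and at most 4, with 3 as large) and rTg4510-Nano mice against LM controls (4, and at most 143, with 3 as large). In the last, a division that calls 143 genes (rTg4510-Nano F1 with LM F2, M1 and M2) points to a structure of these libraries, of which the cause was not tested. For Old-Nano against old mice the divisions test nothing, since any count is as large as 0 (35 of 35, at most 10). For gene lists called by camera, chance is not excluded in old mice (27, and at most 28; 2 as large), in Old-Nano against old mice (14, and at most 36; 24 as large), in rTg4510 mice (28, and at most 30; 2 as large) or with treatment in rTg4510 mice (7, and at most 29; 33 as large).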

How the results depend on the processing

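The settings with both identical columns, without libraries with other-region markers, and with rTg4510 libraries divided 1 and 2 were chosen after seeing the data. So was leaving out genes that follow the tissue scores, for counts of genes and for the insertion-site mean. Of the values of comparisons under the alternatives set beforehand, 250 kept their direction and size, 88 moved, 1 lost its call and 8 reversed. Of those of named genes, 1408 were the same, 282 lost and 19 gained their call, and 6 reversed. The cause was not tested except where stated.

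Genes changed. By the DESeq2 Wald test the counts were 227 in old against young mice, 262 in Old-Nano against young, 747 in rTg4510 mice, 218 with treatment in rTg4510 mice and 50 in rTg4510-Nano mice against LM controls. With sex as a covariate they were 0, 0, 33, 0 and 0, and with tissue scores as covariates 0, 0, 2, 0 and 0. With 3 groups fitted together they were 6 in old mice, 207 in rTg4510 mice, 90 with treatment in rTg4510 mice and 2 in rTg4510-Nano mice against LM controls. With no filter on low counts they were 0 in old mice and 19 with treatment in rTg4510 mice, where filterByExpr gave 18. With both identical columns kept, edgeR gave 404 and 54 and DESeq2 1158 and 334 in rTg4510 mice and with their treatment. Without genes that follow the tissue scores these were 3 and 0, a setting that removes genes higher in rTg4510 mice whatever the cause. Without libraries with markers of other regions the counts were 0 in old against young, 0 in Old-Nano against young, 0 with treatment in rTg4510 mice and 8 in rTg4510-Nano mice against LM controls. With each replicate left out in turn, the counts were 0 to 0 in both comparisons with young mice, 0 (without LM F2) to 364 (without rTg4510 F1) in rTg4510 mice, 0 to 21 (without rTg4510 F3) with their treatment and 0 to 8 (without rTg4510-Nano M2) against LM controls. Old-Nano against old mice gave 0 in edgeR under every alternative run, and 0 in DESeq2.

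Replicate numbers. A block by shared number keeps only the 2 libraries per group that share one. With it, the counts were 0 in old mice, 286 in rTg4510 mice, 0 with their treatment and 0 in rTg4510-Nano mice against LM controls. Libraries that share a number correlated, after the group means, at 0.384 and 0.0066 (old and young), -0.305 and 0.351 (rTg4510 and LM), -0.149 and -0.247 (rTg4510-Nano and rTg4510) and 0.215 and -0.152 (rTg4510-Nano and LM). Of these, 0.384 (F2) and 0.351 (M2) exceeded the highest correlation with a library of another number, at 0.255 and 0.177. The others did not. With 2 pairs per comparison, these values cannot show whether the numbers mark pairs, and the labels name none. No paired analysis was possible for Old-Nano against old or young mice because these share only 1 number.

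Gene lists. With an estimated correlation 0 lists were called in each of the 4 main comparisons, and with fry 7 in old mice, 0 with their treatment, 9 in rTg4510 mice and 0 with their treatment. With tissue scores as covariates 13 were called in rTg4510 mice and 14 with treatment. With each replicate left out, 8 to 17 were called in Old-Nano against old mice and 5 to 14 with treatment in rTg4510 mice.

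Opposite signs. With genes past the threshold, 0% of 2 increased genes in old mice, 98.2% of 113 increased and 90% of 10 decreased genes in rTg4510 mice had the opposite sign with treatment. Ranked by p, the shares were 61.6% and 77.8% in old mice and 95.9% and 72.1% in rTg4510 mice. With untreated libraries divided between the contrasts, the shares fell to 37.3% and 34.0% in old mice and to 65.8% and 48.0% in rTg4510 mice. The covariance was then 0.0961 in old mice and -0.129 in rTg4510 mice. The lack of a shared library is part of this setting's construction. Without genes that follow the tissue scores, the covariance in rTg4510 mice was -0.0759 and the share of increased transcripts 83.4%, by the same construction. With each replicate left out, the shares were 45.8% to 72.4% and 34.3% to 77.6% in old mice (lowest without Old-Nano F2, and 42.8% and 47.2% of the decreased transcripts without young F2 and young M1), 83.7% to 93.7% and 62.7% to 86.8% in rTg4510 mice, and the covariance -0.0651 to 0.0252 in old and -0.323 to -0.168 in rTg4510 mice.

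Overlaps. With 500 transcripts per list the overlaps were 60 (increased in both models), 61 (decreased), 78 (increased with treatment) and 41 (decreased with treatment). Ranked by p they were 179, 98, 126 and 84. Without genes that follow the tissue scores the first was 243 (exact one-sided p = 0.0143). With each replicate left out they were 184 to 262, 140 to 223, 163 to 256 and 145 to 203.

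Insertion-site genes and named genes. Vipr2 follows the tissue scores, though it raised the mean of the insertion-site genes in rTg4510-Nano against LM mice too (-0.28, or -0.58 without it). Without Vipr2, the mean of these genes in rTg4510 mice was -0.64. With tissue scores as covariates it was -0.07, or -0.29 without Vipr2. With tissue scores as covariates, the log2 fold changes in rTg4510 mice of Ttr (-0.11), Slc4a5 (-0.19), F5 (-0.0558), Folr1 (-0.71), Cldn2 (-0.15) and Foxo6 (0.12) reversed; the choroid plexus score separates the groups, so this setting leaves little of the difference between them. Genes near the lowest counts are limited by depth, with S100a8 at 0 to 9 counts in young mice.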

Differences from the paper's values

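None of the settings below was chosen because it came closer to the paper. Those with both identical columns kept and without Vipr2 were chosen after seeing the data.

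The genes disrupted by the transgene fell by an average of 0.8 on the log2 scale in rTg4510 mice in the paper, and by 0.31 here over 7 genes, which the paper does not name. Without Vipr2, a setting added after the data were examined, the fall of 0.64 was within the replicate SD of 0.169 of the paper's value. Of the alternatives set before, DESeq2 size factors, DESeq2 log2 fold changes, sex as a covariate and each replicate left out were not. With tissue scores as covariates, a setting planned for counts of genes and not for this mean, the fall was 0.07, or 0.29 without Vipr2.

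The overlap of transcripts increased with treatment in both models is about 110 in Fig. 7A, read by eye, and was 218 here. It was 78 with 500 transcripts per list, 126 ranked by p and 163 without Old-Nano F2, each within 1.5 times the paper's value, and the other alternatives were not. The legend describes the transcripts of these diagrams as reversed in both treated groups, which may be another set. By that count, 100 of the 189 transcripts decreased in both models had the opposite sign with treatment in both.

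The paper's supplementary tables hold 227 genes at an adjusted p under 0.05 in old against young mice and 262 in Old-Nano against young mice, from DESeq2, and edgeR gave 2 and 1 here. The DESeq2 Wald test gave 227 and 262, and none of the other alternatives came within 1.5 times. The paper's tables hold 494 genes in rTg4510 mice against LM controls, and edgeR gave 123 here. Of the alternatives set before the data were examined, 364 without rTg4510 F1 was within 1.5 times, and the DESeq2 Wald test (747) and the others were not; 404 with both identical columns kept in edgeR, chosen after seeing the values, was also within 1.5 times, and 1158 with both kept in DESeq2, the tool of the paper, was not. The paper's tables hold 50 genes with treatment in rTg4510 mice, and edgeR gave 8 here; none of the alternatives set before the data were examined came within 1.5 times, and with both identical columns kept, chosen after seeing the values, 54 in edgeR did and 334 in DESeq2 did not. For Ttr and Kcne2 in rTg4510 mice the paper's tables give log2 fold changes of 6.76 and 6.20, and DESeq2 gave 7.17 and 6.61 here, or 7.04 and 6.46 with both identical columns kept, while for S100a8 with age both give 2.62. Which libraries the paper's rTg4510 values rest on is not given in the sources used here. Which of the paper's called genes these settings drop was not examined.

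The paper gives more than 40 M reads per sample, and the median total of counts in genes was 24.0 M here. Reads sequenced and counts assigned to genes are not the same quantity, and no alternative bears on it.

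The paper names S100a8 among the top transcripts that rose with age and fell with treatment. Its log2 fold changes here were 2.59 and -0.54, in the same directions, though that with treatment was -0.00 without old M3, and neither passed the threshold in edgeR or in DESeq2. The paper names Il17re for tauopathy in the same way. Its log2 fold changes were 3.40 and -3.64, in the same directions, and edgeR called neither. DESeq2 called both, and edgeR with a block by replicate number, on 2 libraries per group, called the first. The paper describes ion channel, neuronal signaling and neurogenesis pathways among the transcripts increased with treatment in both models and immune pathways among those decreased. Here no fixed list of these was enriched in the 218 and 168 transcripts shared by the treatment lists, which may not be the paper's sets. Among the 218, 0 of 16 neurogenesis genes were found. The paper states that changes with aging and tauopathy were largely reversed with treatment. The shares with the opposite sign were 60.9% and 53.8% in old mice and 90.1% and 72.8% in rTg4510 mice. Of these only that of 90.1% lay above the range simulated with no change in any group and genes drawn independently. Divisions of the real libraries vary more, and 90.1% was not beyond them (exact one-sided p = 0.229 over 35 divisions). The paper states that glial signatures of aging were at least somewhat reversed with treatment. With treatment in old mice, microglial markers had a median log2 fold change of 0.19 (20 of 23 positive, camera adjusted p = 0.0175) and astrocyte markers one of -0.06 (15 of 17 negative, camera adjusted p = 0.107), each with an adjusted p = 0.964 at an estimated correlation, so neither shows a direction beyond the spread of the libraries. Without Old-Nano M2 the log2 fold change of Cd68 was -0.12 in place of 0.18, that of Gfap -0.11 in place of 0.28 and that of Aif1 -0.33 in place of -0.04.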

Other observations

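The test of the genes near Ide was chosen only after Ide's difference was seen, and its bounds were written before the neighbours' values were. The comparison of rTg4510-Nano mice with LM controls, which the paper's heatmaps do not show, had 4 lower genes and none higher (edgeR, 1222 at an unadjusted p under 0.05; DESeq2 17 higher and 33 lower). Gabrd, a subunit of extrasynaptic GABA receptors, had a log2 fold change of -1.32 (standard error 0.15, adjusted p = 0.0447), and Ier5l, an immediate early response gene, -1.04 (standard error 0.12, adjusted p = 0.0447). Esyt2 and Ptprn2, at the transgene insertion, had -0.98 and -0.75 (adjusted p = 0.0447 for each). Of 36 lysosomal genes none passed over all genes or adjusted over the list alone, with a median of 0.22 and 31 positive (camera adjusted p = 5.1e-09, and adjusted p = 0.0149 with an estimated correlation). Markers of dentate granule cells had a median of -1.17, all 11 negative and 6 lower when adjusted over the list alone (camera adjusted p = 1.0e-07, and adjusted p = 0.185 with an estimated correlation). In this comparison edgeR called 0 genes with sex or the tissue scores as covariates, with a block by replicate number and without any 1 library other than rTg4510-Nano M2, which held hypothalamus markers and without which 8 were called. With 1 library left out, the log2 fold change was -1.40 to -1.21 for Gabrd, -1.09 to -0.97 for Ier5l, -1.07 to -0.91 for Esyt2 and -0.79 to -0.71 for Ptprn2.

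The RNA of Nfkb1, Rela, Nlrp3, Cd68 and Bdnf did not pass the threshold in edgeR with treatment in either model. The paper measured NF-κB and NLRP3 as protein after acute treatment, and reports both reduced in old mice. After long-term treatment its immunoblots showed less CD68, not significantly in old mice, and no change in BDNF. RNA after 1 month does not test these protein results. With treatment, Nfkb1 had a log2 fold change of 0.14 in old mice (standard error 0.14, adjusted p = 1.00) and -0.04 in rTg4510 mice (standard error 0.20, adjusted p = 0.995), Rela had 0.01 and -0.05, and Nlrp3 had 0.32 (standard error 0.40) and -0.00 (standard error 0.34). Cd68, a lysosomal protein of phagocytes, had 0.64 with age (standard error 0.16, adjusted p = 0.333), 0.18 with treatment in old mice (standard error 0.27), 0.85 in rTg4510 mice (standard error 0.25, adjusted p = 0.180) and -0.27 with their treatment (standard error 0.35). Bdnf had -0.05 with treatment in old mice (standard error 0.36) and 0.06 in rTg4510 mice (standard error 0.49). With 1 library left out, several of these values changed sign. With treatment in old mice, Cd68 was -0.12 (without Old-Nano M2) to 0.33 (without Old-Nano F1), Rela -0.10 (without Old-Nano M2) to 0.11 (without Old-Nano F2) and Bdnf -0.28 (without old M1) to 0.25 (without old M3). In rTg4510 mice, Cd68 was -0.51 (without rTg4510-Nano F2) to 0.01 (without rTg4510 M2), Nfkb1 -0.24 (without rTg4510 F1) to 0.14 (without rTg4510 F3), Rela -0.17 (without rTg4510 F1) to 0.09 (without rTg4510 F3), Nlrp3 -0.22 (without rTg4510 F3) to 0.37 (without rTg4510 F1) and Bdnf -0.41 (without rTg4510-Nano F1) to 0.36 (without rTg4510-Nano M2). Counts assigned to Prnp were higher in rTg4510 mice than in LM controls, at 1.64 (standard error 0.14, adjusted p = 0.0107). With treatment in rTg4510 mice Prnp had -0.14 (standard error 0.38). Whether these counts come from the Prnp gene itself or from sequence of the transgene was not tested, as reads were not analysed.

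Muscle and fat genes had a median log2 fold change of 0.89 in old mice (6 genes, none higher over all genes and 1 adjusted over the list alone, camera adjusted p = 0.00207, and adjusted p = 0.241 with an estimated correlation). Clustered protocadherins had 0.01 in old mice (40 genes, 5 higher when adjusted over the list alone, camera adjusted p = 0.0673), and pituitary hormone genes had 3.20 with treatment in rTg4510 mice (7 genes, camera adjusted p = 0.214). Hepatocyte markers had -1.03 in old against young mice (29 genes, none past the threshold over all genes or adjusted over the list alone, camera adjusted p = 0.00921, and adjusted p = 0.723 with an estimated correlation).

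Ide was at 92.9 ± 4.24 CPM (SD, n = 4) in old and 94.8 ± 5.49 (SD, n = 4) in Old-Nano mice, and at 50.0 ± 3.33 (SD, n = 4) in young mice. It was at 47.2 ± 2.11 in LM controls (SD, n = 4), 50.7 ± 1.88 in rTg4510 (SD, n = 3) and 69.0 ± 17.0 in rTg4510-Nano mice (SD, n = 4). A difference in copy number or haplotype at this locus of chromosome 19 (37268743 to 37337852) between the cohorts of mice is a hypothesis, under which genes next to Ide might differ as well. Of 4 other tested genes within 250 kb (Cpeb3, Kif11, Hhex and Exoc6), 0 were higher in both old groups at an unadjusted p under 0.01; Btaf1, just outside that distance at 255991 bp, had 0.45 (unadjusted p = 0.0103) in old and 0.51 (unadjusted p = 0.00267) in Old-Nano mice, both from edgeR, and Kif11 had -0.72 and -0.91. Beyond Btaf1, up to Pcgf5 at 807773 bp, values in old and Old-Nano mice went both ways, none at an unadjusted p under 0.01 (edgeR). They were 0.77 and 0.54 for Fgfbp3, 0.60 and 0.86 for Pcgf5 and 0.24 and 0.14 for Ppp1r3c. Hectd2 had -0.53 and -0.35, and Tnks2 -0.13 and -0.04. With so few genes, a difference at the locus and an effect of age on Ide alone cannot be told apart.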
